# Intron detention tightly regulates the stemness/differentiation switch in the adult neurogenic niche

**DOI:** 10.1038/s41467-024-47092-z

**Published:** 2024-04-02

**Authors:** Ainara González-Iglesias, Aida Arcas, Ana Domingo-Muelas, Estefania Mancini, Joan Galcerán, Juan Valcárcel, Isabel Fariñas, M. Angela Nieto

**Keywords:** RNA transport, Stem cells in the nervous system

## Abstract

The adult mammalian brain retains some capacity to replenish neurons and glia, holding promise for brain regeneration. Thus, understanding the mechanisms controlling adult neural stem cell (NSC) differentiation is crucial. Paradoxically, adult NSCs in the subependymal zone transcribe genes associated with both multipotency maintenance and neural differentiation, but the mechanism that prevents conflicts in fate decisions due to these opposing transcriptional programmes is unknown. Here we describe intron detention as such control mechanism. In NSCs, while multiple mRNAs from stemness genes are spliced and exported to the cytoplasm, transcripts from differentiation genes remain unspliced and detained in the nucleus, and the opposite is true under neural differentiation conditions. We also show that m^6^A methylation is the mechanism that releases intron detention and triggers nuclear export, enabling rapid and synchronized responses. m^6^A RNA methylation operates as an on/off switch for transcripts with antagonistic functions, tightly controlling the timing of NSCs commitment to differentiation.

## Abstract (web summary)

mRNAs associated with differentiated cells are already detected in adult neural stem cells. Here the authors show how intron detention prevents their translation, solving conflicts in fate decisions while priming stem cells for timely differentiation.

## Introduction

The adult mammalian brain retains some capacity to replenish neurons and glia through life thanks to the lifelong persistence of neural stem cells (NSCs), the majority of which are found within the subependymal zone (SEZ) of the lateral ventricles. When NSCs become activated, they divide to produce either new NSCs or transit-amplifying progenitors (TAPs), which in turn give rise to neuroblasts^1^. Within the niche, the appropriate turnover of cells is achieved through the implementation of a plethora of regulatory mechanisms that ensure an accurate balance between the proliferation, self-renewal and differentiation of the NSC population. Recent studies analysing transcriptome dynamics during NSC activation and differentiation have evidenced that lineage progression is tightly controlled not only at transcriptional but also at post-transcriptional levels^2–4^. Indeed, NSCs transcribe both stemness and differentiation genes^4^, pointing towards the existence of an additional but still unknown regulatory mechanism of post-transcriptional repression of the latter to ensure the maintenance of multipotency.

Although splicing and nuclear export were initially thought to be constitutive steps in gene expression, it is now clear that they can be highly selective, preventing or giving priority to the translation of particular transcripts in specific contexts (reviewed in^5,6^). Recent genome-wide studies have revealed the existence of transcripts that remain accumulated in the nucleus, due to the maintenance of unspliced introns in polyadenylated mRNAs^7–9^. Those introns, referred to as detained introns (DI) can be spliced in response to different signals^10–16^, constituting an additional layer of post-transcriptional gene regulation.

Here we show that members of the Scratch family of transcription factors, known to promote neuronal differentiation^17–21^ and to prevent cell death^18,22,23^, are expressed in the adult subependymal neurogenic lineage and that Scratch1, in particular, is specifically required for neuronal differentiation. Interestingly, *Scratch1* is one of the differentiation genes transcribed in NSCs, but its transcripts are retained in the nucleus due to intron detention until differentiation is triggered. We find that in response to a neural differentiation signal, *Scratch1* mRNA is modified to contain N^6^-methyladenosine (m^6^A)^24^ and then spliced and exported to the cytoplasm, where it can be translated. We also show that this mechanism regulates the subcellular localisation of other transcripts associated with NSC differentiation and interestingly, that a similar regulation of intron detention released by m^6^A modification occurs during differentiation in mRNAs transcribed from genes involved in the maintenance of stemness. This reveals a mechanism by which subsets of transcripts with critically opposing functions are alternatively retained in the nucleus. In summary, we describe intron detention as a novel mechanism to prevent the translation of differentiation genes in NSCs and that of stemness genes in differentiating neural cells, enabling fast and robust responses to either multipotency or differentiation signals.

## Results

### *Scratch1* mRNA accumulates in the nucleus of NSCs due to intron retention

We had previously shown that *Scratch1* is expressed in the wall of the lateral ventricles in the adult brain^25^, where the SEZ is located. Using RNA-seq data obtained from the different cell populations isolated from the in vivo niche (GEO: GSE138243)^26^ we found that *Scratch1* is already expressed in NSCs and that its expression gradually increases as cells differentiate into TAPs and progress into the neurogenic lineage (Fig. S1a)*. Scratch1* expression in the neurogenic niche can be detected in glial fibrillary acidic protein (GFAP)-positive NSCs and in doublecortin (DCX)-expressing neuroblasts (Fig. 1a–c).

**Fig. 1:**
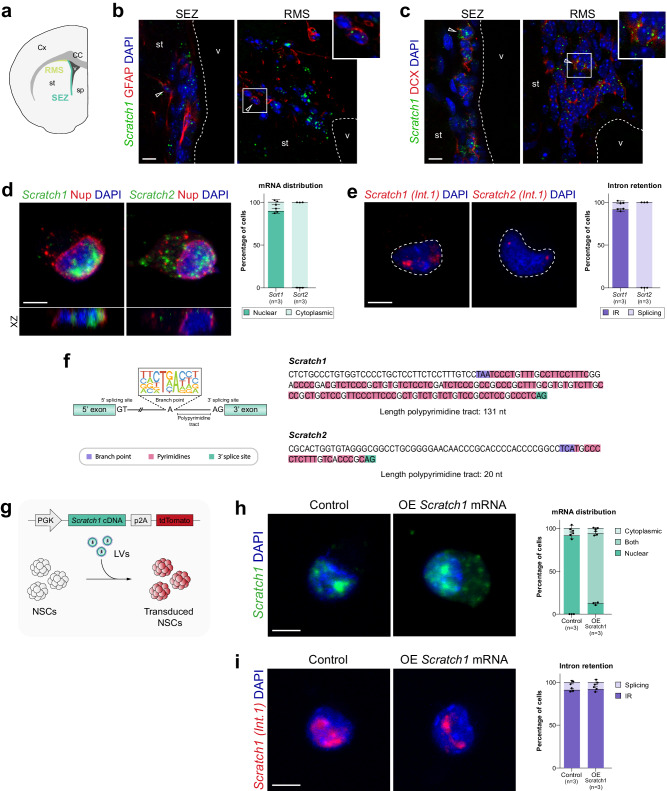
*Scratch1* mRNA is retained in the nucleus of NSCs due to inefficient splicing. **a** Schematic representation highlighting the location of the SEZ and RMS in a coronal section of an adult mouse brain hemisphere. In situ hybridisation for *Scratch1* (green) in the SEZ and RMS of adult mice (coronal sections), combined with immunohistochemistry for GFAP (NSCs, red, **b**) or DCX (neuroblasts, red, **c**); *n* = 9 mice over 3 independent experiments. **d** In situ hybridisation for *Scratch1* (left) and *Scratch2* (right) in NSCs in culture. The nuclear membrane is labelled using a pan-nucleoporin antibody (red). The window on the bottom of each panel shows the XZ orthogonal projection. Quantification of mRNA distribution in primary cultures (*n* = 3 mice). **e** In situ hybridisation for the only intron of *Scratch1* (left) and *Scratch2* (right) in NSCs in culture. Quantification of intron retention in primary cultures (*n* = 3 mice). **f** Comparison between the sequence of *Scratch1* and *Scratch2* polypyrimidine tracts. **g** Schematic drawing representing the transduction of NSCs with lentiviruses (LV) and the construct used for *Scratch1* overexpression experiments. **h** In situ hybridisation for *Scratch1* in control or *Scratch1* overexpressing NSC cultures. Quantification of mRNA distribution in primary cultures (*n* = 3 biologically independent samples). **i** In situ hybridisation for *Scratch1* intron in control or *Scratch1* overexpressing NSC cultures. Quantification of intron retention in primary cultures (*n* = 3 biologically independent samples). Scale bars: (**b**, **c)**, 10 µm; and (**d**, **e**), (**h**, **i**), 5 µm. CC corpus callosum, Cx cortex, RMS rostral migratory stream, SEZ subependymal zone, sp septum, st striatum, v lateral ventricle. Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

A careful analysis of the distribution of *Scratch1* transcripts, showed that they were remarkably condensed in NSCs (Fig. 1b), contrary to the situation in neuroblasts, where *Scratch1* mRNA was distributed throughout the cytoplasm (Fig. 1c). Double labelling with a nucleoporin antibody in cultured NSCs revealed that *Scratch1* mRNA was inside the nucleus (Fig. 1d, left panel; and S1b). In contrast, *Scratch2* mRNA exhibited the canonical cytoplasmic distribution (Fig. 1d, right panel). Moreover, in situ hybridisation for *Chromosomes 15*, where the *Scratch1* loci are located, showed a distribution compatible with the position of *Scratch1* mRNA foci in NSCs (Fig. S1c, compare with S1b), suggesting that the transcripts remain near its transcription sites when they accumulate in the nucleus. Altogether, these observations suggest that *Scratch1* mRNA export to the cytoplasm might be altered in NSCs.

As splicing is known to be a critical step in the export process^27^, we wondered whether *Scratch1* nuclear transcripts had a defective splicing. Using intron-specific in situ hybridisation probes for *Scratch1* or *Scratch2* mRNAs, we detected the accumulation of *Scratch1* pre-mRNA in the nucleus (Fig. 1e, left panel), indicating that the transcripts remained unspliced in NSCs, thereby preventing their export to the cytoplasm and their translation. Conversely, *Scratch2* intron was only detectable in two small foci at the putative transcription sites (Fig. 1e, right panel), indicating that *Scratch2* transcripts are co-transcriptionally spliced^28^, consistent with its cytoplasmic distribution (Fig. 1d, right panel; and S1d, e). As the decrease in the splicing efficiency is often caused by inefficient recognition of the canonical splicing sites^29^, we compared the sequence of the two paralogs focusing particularly on the splicing regions. We found an unusually long pyrimidine-rich (specially C-rich) region at the 3’ region of the intron in *Scratch1* pre-mRNA, harbouring potential branch sites relatively distant to the 3’ splice site AG, the more distal one preceded by U-rich stretches that may serve as the Polypyrimidine Tract (PPT) for the binding of U2AF2 (Fig. 1f). Thus, in contrast to *Scratch2* intron 1, which contains a more conventional 19 nt PPT, in *Scratch1* intron 1 the potential branch sites are separated from the 3’ splice site by over 75/130 nucleotides (Fig. 1f). Moreover, *Scratch1* PPT is particularly rich in CC and CU dinucleotides, which also constitutes an unusual sequence feature at 3’ splice sites that, together with its increased length, may be behind the retained intron phenotype.

Analysis of *Scratch* genes in different species showed that these unusual features are a common trait in mammals, including humans, whereas in other vertebrates PPT lengths were within the consensus range (Fig. S2a). Consistent with this, *Scratch1* paralogues in zebrafish (*scrt1a* and *scrt1b*), bearing a normal PPT length, exhibit a canonical cytoplasmic distribution in the palial germinal zone (PGZ; Fig. S2b), the area homologous to the neurogenic niches in rodents^30^. Interestingly, *scrt1a* and *scrt1b* are not transcribed in NSCs and their mRNAs are only detectable in the cytoplasm of HuC/D positive early neurons. Therefore, these results suggest that the progressive increase in the length of *Scratch1* PPT in mammals has generated an unusual 3’ splice site region arrangement, allowing early transcription but deficient RNA processing and the inhibition of protein expression.

To assess whether *Scratch1* mRNA nuclear retention in NSC is directly caused by intron retention, we induced the overexpression of a spliced version of *Scratch1* mRNA in NSC primary cultures (Fig. 1g and S1f) and observed that, in addition to the transcripts retained in the nucleus that were also present in control cultures, *Scratch1* mRNA was detected in the cytoplasm of NSC (Fig. 1h, i). Altogether, these results indicate intron retention prevents the nuclear export of *Scratch1* mRNA in NSCs.

### Scratch1 favours the survival of the differentiating cells and their terminal differentiation into neurons

After characterising the expression pattern of *Scratch1* in the SEZ (Fig. 1a–c), we analysed its role during adult neurogenesis. We transduced NSCs primary cultures with lentiviruses containing *Scratch1*-specific shRNAs and artificially induced differentiation (Fig. 2a, b). On fully differentiated cultures (7DIV), we found that *Scratch1* downregulation led to a reduction in the production of neurons when compared to that in control cultures (Fig. 2c, middle panel), which was accompanied by an increase in the generation of astrocytes (Fig. 2c, top panel). This indicates that Scratch1 promotes neuronal differentiation, as previously shown in other systems^17–21^, favouring neurogenesis at the expense of gliogenesis.

**Fig. 2:**
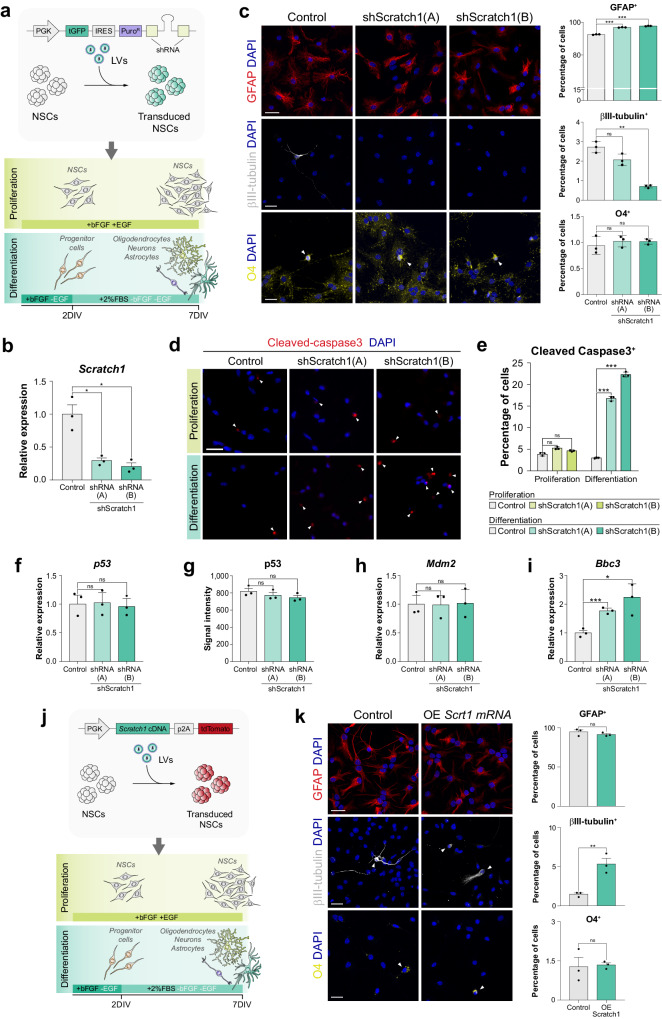
Scratch1 promotes the survival of the differentiating cells and their terminal differentiation into neuros. **a** Schematic representation of the transduction of NSCs with lentiviruses (LV) and the construct used for *Scratch1* loss of function experiments. Transduced NSCs were subsequently cultured either in proliferation or differentiation conditions. **b** Analysis of efficiency of the two independent *Scratch1* shRNAs by qPCR 2 days after the induction of NSC differentiation (2DIV; *p-value*(shA) = 0.018, *p-value*(shB) = 0.016, *n* = 3 biologically independent samples, by two-tailed Student’s t-test). **c** Immunodetection and quantification of GFAP^+^ (red; *p*-value(shA) = 0.00006, *p*-value(shB) = 0.00005, *n* = 3 biologically independent samples, by two-tailed Student’s t-test), βIII-tubulin^+^ (white; *p*-value(shA) = 0.19, *p*-value(shB) = 0.002, *n* = 3 biologically independent samples, by two-tailed Student’s t-test) and O4^+^ (yellow; *p*-value(shA) = 0.70, *p*-value(shB) = 0.69, *n* = 3 biologically independent samples, by two-tailed Student’s t-test) cells in differentiating cultures previously infected with control or shScratch1 lentiviruses 7 days after the induction of differentiation (7DIV). **d** Immunodetection of cleaved-caspase3 (red) in cultures of adult NSCs 2 days after plating the cells (2DIV), both in proliferation and differentiation conditions. **e** Quantification of the percentage of cleaved-caspase3^+^ cells in cultures infected with control or shScratch1 lentiviruses, both in proliferation and differentiation conditions (proliferation: *p-*value(shA) = 0.054, *p-*value(shB) = 0.182, differentiation: *p*-value(shA) = 0.00002, *p*-value(shB) = 0.00001, *n* = 3 biologically independent samples, by two-tailed Student’s t-test). **f** Relative mRNA levels of *p53* in RNA extracts obtained 2 days after the induction of differentiation (2DIV; *p*-value(shA) = 0.50, *p*-value(shB) = 0.99, *n* = 3 biologically independent samples, by two-tailed Student’s t-test). **g** Quantification of signal intensity for p53 immunofluorescence in NSCs fixed 2 days after the induction of differentiation (2DIV; *p-*value(shA) = 0.39, *p-*value(shB) = 0.16, *n* = 3 biologically independent samples, by two-tailed Student’s t-test). Relative mRNA levels of (**h**) *Mdm2* (*p*-value(shA) = 0.85, *p* value(shB) = 0.46, *n* = 3 biologically independent samples, by two-tailed Student’s t-test) and (**i**) *Bbc3* (*p*-value(shA) = 0.0008, *p*-value(shB) = 0.0244, *n* = 3 biologically independent samples, by two-tailed Student’s t-test) relative to TBP in RNA extracts obtained 2 days after the induction of differentiation (2DIV). **j** Schematic drawing representing the transduction of NSCs with lentiviruses (LV) and the construct used for *Scratch1* overexpression experiments. Transduced NSCs were subsequently cultured either in proliferation or differentiation conditions. **k** Immunodetection and quantification of GFAP^+^ (red; *p*-value = 0.322, *n* = 3 biologically independent samples, by two-tailed Student’s t-test), βIII-tubulin^+^ (white; *p*-value = 0.0065, *n* = 3 biologically independent samples, by two-tailed Student’s t-test) and O4^+^ (yellow; *p*-value = 0.863, *n* = 3 biologically independent samples, by two-tailed Student’s t-test) cells in control or *Scratch1* overexpressing NSC cultures 7 days after the induction of differentiation (7DIV). Arrowheads point to positive cells. Scale bars represent 25 µm. Data are presented as mean values ± SEM. ns not significant; *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

*Scratch1* downregulation also caused a significant increase in apoptosis (Fig. 2d, bottom panel; and 2e), which was already evident 2 days after the induction of differentiation (2DIV). Conversely, cell survival was not affected by *Scratch1* downregulation when cultures were kept in proliferation conditions (Fig. 2d, top panel; and 2e), indicating that the described role for Scratch in neuron survival in *C. elegans* and zebrafish^18,22,23^ is also conserved in the mouse. However, protection from cell death appears to be dispensable when NSCs are maintained in an undifferentiated state. Moreover, as previously described for scratch2 in zebrafish^23^, we found that Scratch1 promotes the survival of the differentiating NSCs acting downstream of p53, without affecting neither its levels (Fig. 2f, g) or *Mdm2* expression (Fig. 2h); but repressing the transcription of its target *Bbc3* (Fig. 2i), the main effector of p53-induced cell death in vertebrates^31^.

In agreement with our previous observations, we found that *Scratch1* overexpression in NSCs primary cultures induced an increase in the terminal differentiation of neurons (7DIV, Fig. 2j, k) and in the proportion of neuronal precursors present in the cultures during the process (2DIV, Fig. S3), both under differentiation and proliferation conditions, indicating that Scratch1 fosters NSC differentiation into neurons.

### *Scratch1* starts to be transcribed when stem cells acquire neural identity

The expression of *Scratch* genes is known to be neural specific^32^, but considering that in NSCs, although *Scratch1* is transcribed, the protein cannot be translated, we wondered whether a similar situation occurred in pluripotent stem cells. We analysed its expression in embryonic stem cells (ESCs) and in induced pluripotent stem cells (iPSCs) reprogramed from NSCs isolated from the SEZ and observed that none of them expressed *Scratch1* (Fig. 3a, b).

**Fig. 3:**
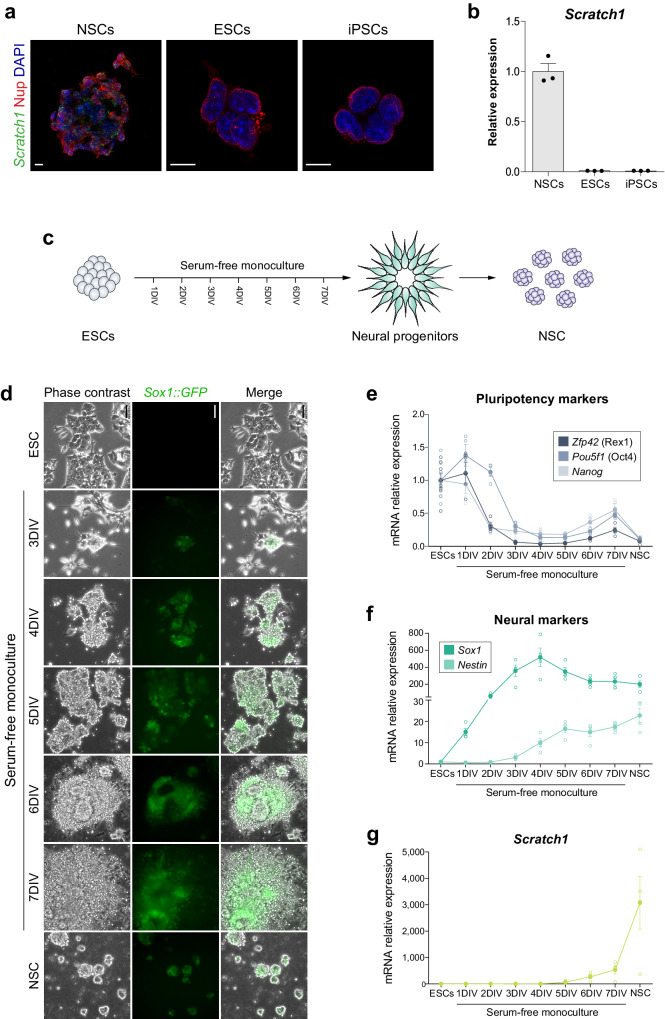
*Scratch1* expression is restricted to the neural lineage. **a** In situ hybridisation for *Scratch1* (green) combined with immunohistochemistry for nucleoporins (red) in cultured NSCs (left), ESCs (center) and iPSCs (right). **b** Relative mRNA levels of *Scratch1* in RNA extracts obtained from NSCs, ESCs and iPSCs (*n* = 3 biologically independent samples). **c** Schematic representation of the protocol to obtain ESC-derived NSCs. **d** Cells at different time points of the ESC-to-NSC differentiation process observed under phase contrast optics. GFP (green) labels the cells that express Sox1. Relative mRNA levels of several pluripotency markers (*Nanog*, *Pou5f1* and *Zfp42*, **e**); neural markers (*Sox1* and *Nestin*, **f**); and *Scratch1* (**g**) in RNA extracts obtained at different time points during the differentiation of ESCs into NSCs (*n* = 4 independent experiments). Scale bars: (**a**),10 µm; and (**d**), 100 µm. DIV, days in vitro. Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

To define the onset of *Scratch1* transcription, we induced the differentiation of ESC into NSC, using an ESC line that expressed GFP under the control of the *Sox1* promoter (*Sox1-GFP* knock-in 46C ESCs), allowing us to follow the progression of the differentiation process (Fig. 3c, d). We assessed this progression by the reduction in the expression of several pluripotency markers (*Nanog*, *Pou5f1* and *Zfp42*, Fig. 3e), and the concomitant increase in the expression of neural markers (*Sox1* and *Nestin*, Fig. 3f). In the case of *Scratch1*, its expression started to be detectable 5 days after the induction of differentiation, when the cells have already acquired the neural identity. Moreover, its level progressively increased until reaching its maximum at the end of the process (Fig. 3g). Therefore, these results confirmed that *Scratch* expression is exclusive of neural cells.

### The differentiation signal triggers *Scratch1* mRNA splicing and export to the cytoplasm

We have determined that *Scratch1* mRNA is not exported to the cytoplasm in NSCs, although we have also shown that the nuclear accumulation of the transcripts is transient, since in neuroblasts they present a cytoplasmic distribution (Fig. 1b, c). To better characterise the changes that occur in the distribution of the transcripts during NSC differentiation, neurosphere cells were seeded on Matrigel and deprived of EFG to trigger their differentiation (Fig. 4a)^33^. While in NSCs *Scratch1* mRNA was detected unspliced and localised inside the nucleus (Fig. 4b, top panel), upon the induction of differentiation the transcripts were processed and exhibited a canonical cytoplasmic distribution after 1 h (Fig. 4b, middle panel). This change in the splicing pattern and distribution of the mRNA was maintained for at least 7 days after the induction of differentiation (Fig. 4b, bottom panel; and S4a, b). Accordingly, we found that the proportion of spliced *Scratch1* mRNA significantly increased upon the induction of differentiation (Fig. 4d). As a control, we also analysed the distribution of *Scratch2* mRNA during the process and found that it was spliced at all the time points and, accordingly, localised in the cytoplasm (Fig. 4c, e); and the same distribution was observed in cultures were the spliced version of *Scratch1* mRNA was overexpressed (Fig. S4c–f).

**Fig. 4:**
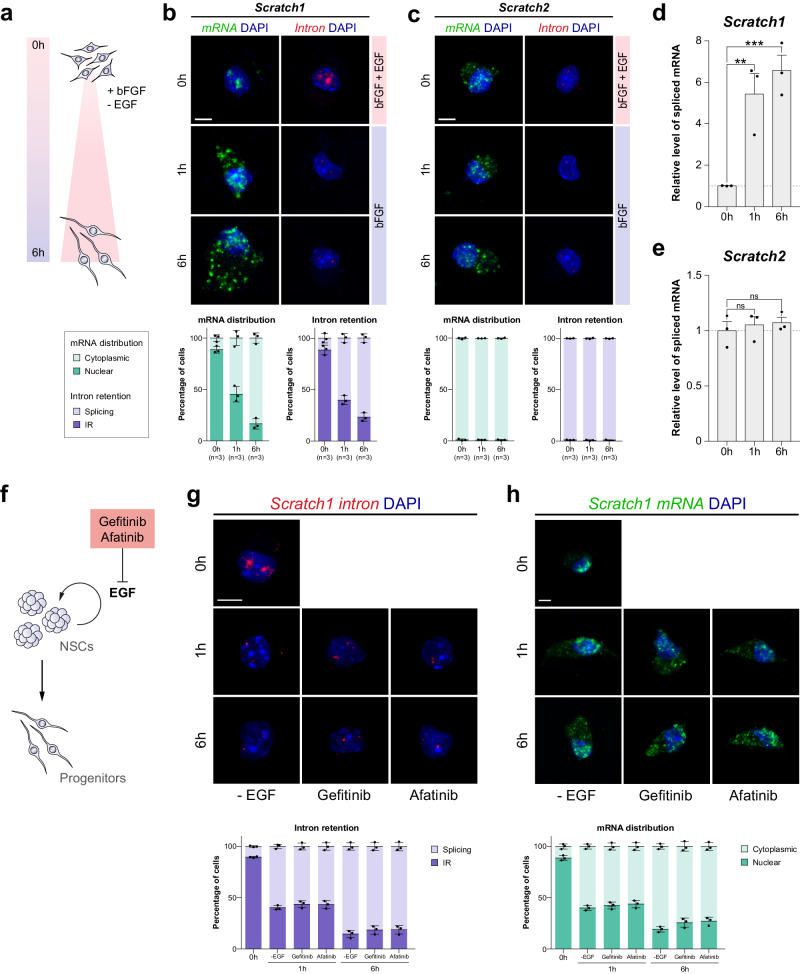
*Scratch1* mRNA is spliced and exported in NSCs in response to the differentiation signal. **a** Schematic representation of the protocol used to induce the differentiation of NSCs in culture. **b** In situ hybridisation for *Scratch1* mRNA (green) and *Scratch1* intron (red) in NSCs at 0 h, 1 h and 6 h after the induction of differentiation. Quantification of mRNA distribution and intron retention (*n* = 3 mice). **c** In situ hybridisation for *Scratch2* mRNA (green) and *Scratch2* intron (red) in NSCs at 0 h, 1 h and 6 h after the induction of differentiation. Quantification of mRNA distribution and intron retention (*n* = 3 mice). **d** Ratio of spliced *Scratch1* mRNA in NSCs at 0 h, 1 h and 6 h after the induction of differentiation (*p*-value(1 h) = 0.010, *p*-value(6 h)=0.001, *n* = 3 mice, by two-tailed Student’s t-test). **e** Ratio of spliced *Scratch2* mRNA in NSCs at 0 h, 1 h and 6 h after the induction of differentiation (*p*-value(1 h)=0.824, *p*-value(6 h) = 0.370, *n* = 3 mice, by two-tailed Student’s t-test). **f** Schematic representation of the alternative protocol used to induce neural differentiation, the treatment of NSCs with EGF inhibitors. **g** In situ hybridisation for *Scratch1* intron (red) in NSCs at 0 h, 1 h and 6 h after the induction of differentiation (left) or treatment with Gefitinib (center) or Afatinib (right). Quantification of intron retention (*n* = 3 mice). **h** In situ hybridisation for *Scratch1* mRNA (green) in NSCs at 0 h, 1 h and 6 h after the induction of differentiation (left) or treatment with Gefitinib (center) or Afatinib (right). Quantification of mRNA distribution (*n* = 3 mice). Scale bars represent 5 µm. Data are presented as mean values ± SEM. ns not significant; *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

Next, to confirm that the changes observed in the processing and distribution of *Scratch1* mRNA were a response to EGF withdrawal, we treated the cells with two different EGF receptor signalling inhibitors (Gefitinib and Afatinib; Fig. 4f). As when NSCs were cultured in the absence of EGF, the treatment with these inhibitors resulted in the splicing of the mRNA (Fig. 4g), the loss of *Scratch1* transcripts nuclear accumulation and their export to the cytoplasm (Fig. 4h). Therefore, these results indicate that *Scratch1* transcripts are rapidly spliced and exported in response to the differentiation signal, and also reveal that the retention of the intron in *Scratch1* mRNA is reversible (Fig. 4b, d). Thus, this can be considered an event of intron detention in NSCs which is the result of regulated splicing rather than simply slow processing by reduced efficiency in the recognition of the splicing site^8^.

### N^6^-methyladenosine modification controls the processing and export of *Scratch1* mRNA in response to the differentiation signal

Having determined that *Scratch1* mRNA splicing is detained until NSCs receive the differentiation signal, we then wanted to study the mechanism that controls this switch in the processing and subcellular localisation of the transcripts. We focused on post-transcriptional mRNA modifications, which have been involved in the regulation of almost every post- transcriptional step in gene expression^34^, and we examined N6-methyladenosine (m^6^A), which is the most prevalent epitranscriptomic modification and it is known to regulate both splicing^35–38^ and nuclear export^39–42^.

As a first approach we performed an in silico analysis of *Scratch1* pre-mRNA sequence and found the GGm^6^ACU consensus motif (Fig. 5a)^43^ in numerous positions, some of which exhibited high probability of being methylated considering the features of the surrounding sequence, especially located in the intronic region and in the 3’UTR (Fig. 5b).

**Fig. 5:**
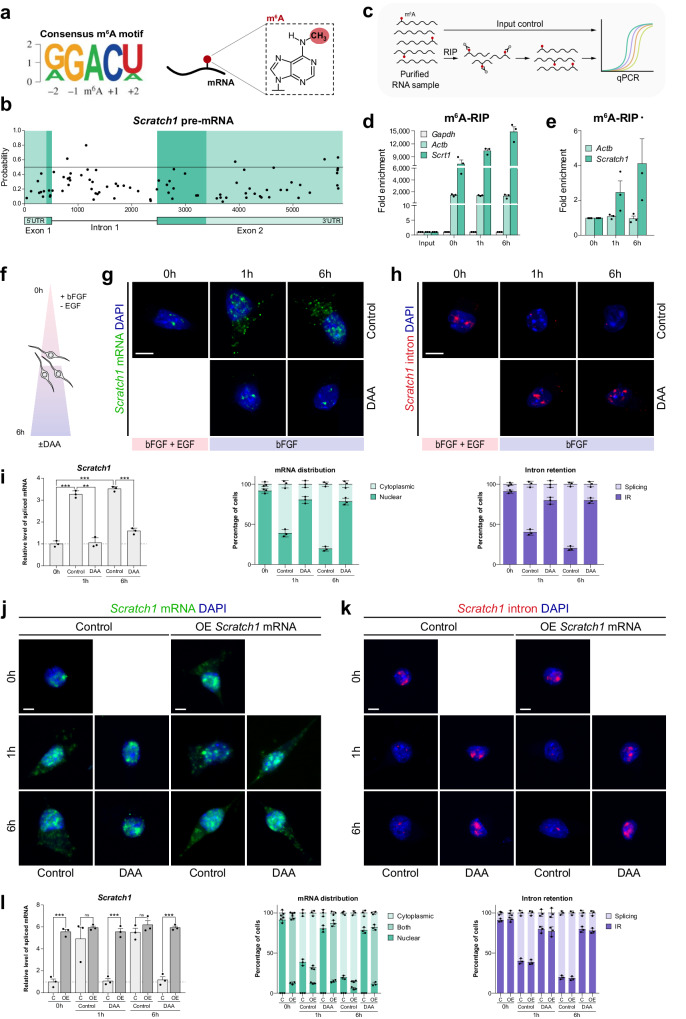
RNA methylation promotes *Scratch1* mRNA splicing and export during neural differentiation. **a** Sequence logo representing the consensus motif for m^6^A: RRm^6^ACH (R = A or G, G > A; H = A, U or C, U > A > C). **b**, In silico analysis of methylation probability in the different putative m^6^A sites present in *Scratch1* pre-mRNA. **c** Schematic representation of the m^6^A-RIP protocol. **d** m^6^A-RIP-qPCR for *Gapdh*, *Actb* and *Scratch1* at 0 h, 1 h and 6 h after the induction of differentiation (*n* = 3 biologically independent samples). **e** m^6^A-RIP-qPCR for *Actb* and *Scratch1* at 0 h, 1 h and 6 h after the induction of differentiation: enrichment in *Scratch1* levels compared to *Actb* (*n* = 3 biologically independent samples). **f** Schematic representation of the protocol used to induce the differentiation of NSCs in culture. **g** In situ hybridisation for *Scratch1* mRNA (green) in control NSCs and in NSCs treated with 3-deazaadenosine (DAA). Quantification of mRNA distribution (*n* = 3 biologically independent samples). **h** In situ hybridisation for *Scratch1* intron (red) in control NSCs and in NSCs treated with 3-deazaadenosine (DAA). Quantification of intron retention (*n* = 3 biologically independent samples). **i** Ratio of spliced *Scratch1* mRNA in control and DAA-treated NSCs at 0 h, 1 h and 6 h after the induction of differentiation (control: *p*-value(1 h) = 0.0004, *p*-value(6 h) = 0.0001, DAA: *p*-value(1 h) = 0.0013, *p*-value(6 h)=0.0003, *n* = 3 biologically independent samples, by two-tailed Student’s t-test). **j** In situ hybridisation for *Scratch1* mRNA (green) in control or *Scratch1* overexpressing NSC cultures (±DAA) at 0 h, 1 h and 6 h after the induction of differentiation. Quantification of mRNA distribution (*n* = 3 biologically independent samples). **k** In situ hybridisation for *Scratch1* intron (red) in control or *Scratch1* overexpressing NSC cultures (±DAA) at 0 h, 1 h and 6 h after the induction of differentiation. Quantification of intron retention (*n* = 3 biologically independent samples). **l** Ratio of spliced *Scratch1* mRNA in control or *Scratch1* overexpressing NSC cultures (±DAA) at 0 h, 1 h and 6 h after the induction of differentiation (*p*-value(0 h) = 0.0001, *p*-value(1 h,C) = 0.3968, *p*-value(1 h,DAA) = 0.0002, *p*-value(6 h,C) = 0.2620, *p*-value(6 h,DAA) = 0.0001, *n* = 3 biologically independent samples, by two-tailed Student’s t-test). Scale bars represent 5 µm. Data are presented as mean values ± SEM. ns not significant; *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

m^6^A is a dynamic modification that can be potentially added and removed in the lifetime of a single mRNA molecule, and, hence, the methylation of a given m^6^A site is highly dependent on the cellular context^43^. To analyse whether *Scratch1* mRNA is methylated during adult neurogenesis and whether methylation changes with NSC differentiation, we performed an m^6^A-RNA immunoprecipitation assay (m^6^A-RIP; Fig. 5c) and observed that there is an enrichment in *Scratch1* mRNA upon m^6^A-RIP compared to the input, indicating that these transcripts were methylated (Fig. 5d). We used *Actb* mRNA as a positive control since it is known to be constitutively methylated^44^. In addition, we observed an increase in *Scratch1* mRNA methylation upon the induction of NSC differentiation, coinciding with the processing and the export of the transcripts (Fig. 5d, e), suggesting that RNA methylation can regulate these two processes in the context of adult neurogenesis. This was confirmed after treating NSCs with 3-deazaadenosine (DAA), a strong inhibitor of m^6^A (Fig. 5f)^45^. In the presence of DAA, *Scratch1* mRNA failed to be spliced and exported in response to the induction of NSC differentiation, whereas in control cultures the transcripts were processed and exhibited a cytoplasmic localisation (Fig. 5g–i). The same was observed when m^6^A deposition was inhibited by *Mettl3* downregulation (Fig. S5). Moreover, as expected, when *Scratch1* cDNA was overexpressed in NSC and cultures were treated with DAA, we observed that some transcripts escaped nuclear retention and distributed throughout the cytoplasm (Fig. 5j–l). Therefore, altogether these observations link RNA methylation with *Scratch1* mRNA splicing and export to the cytoplasm during NSC differentiation.

### Intron detention is a general mechanism that regulates the translation of multiple transcripts associated with NSC self-renewal and differentiation

We have found that intron detention, linked to mRNA methylation, regulates the subcellular localisation of *Scratch1* transcripts, controlling their availability for translation.

Next, to assess whether other transcripts were also post-transcriptionally regulated by the same mechanism, we performed bulk RNA-seq at different time points during NSC differentiation and analysed the data using Vertebrate Alternative Splicing and Transcription Tools (VAST- TOOLS), a toolset for profiling and comparing alternative splicing events in RNA-seq data (Fig. 6a), and with it, events of intron retention (IR).

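NSCs isolated from the SEZ of adult mice were grown as neurospheres, and the RNA-seq experiment compared undifferentiated NSCs (0 h) with cells collected 1 h and 6 h after EGF had been withdrawn and FGF kept to induce differentiation. Each time point had 3 replicates, which gives 9 libraries. The authors sequenced paired-end reads from mRNA, aligned them to the mouse genome assembly mm10 (GRCm38) and counted them per Ensembl gene with STAR. The counts analysed here are these numbers of reads per gene, without normalisation, for 48526 genes, of which 31382 had at least 1 count in the 9 libraries. The total count per library ranged from 70388163 to 73274735 at 0 h (median 72798753), from 65871454 to 90687377 at 1 h (median 72894288) and from 73170866 to 105592597 at 6 h (median 89419648). The 10 most abundant genes took between 5.49% and 6.29% of the counts of a library, and mitochondrial genes took between 2.86% and 3.58%. Library sizes were scaled with the TMM method of edgeR, whose factors lay between 0.97 and 1.02. Expression is given as CPM, the counts divided by these scaled library sizes. Differential expression was tested with the quasi-likelihood test of edgeR in the 18858 genes that passed its expression filter, with time point as the only factor and p-values adjusted by the Benjamini-Hochberg method. DEGs are genes with an adjusted p under 0.05. The paper used DESeq2 with a Wald test and the same adjustment, and its text names no threshold. The replicate numbers paired the samples, since libraries with the same number deviated together from the means of their time points. A fit with the replicate number as a block is therefore given where it changed a call or moved a count by more than 1.5 times. The counts of whole genes do not measure intron retention, and splicing was not analysed here.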

**Fig. 6:**
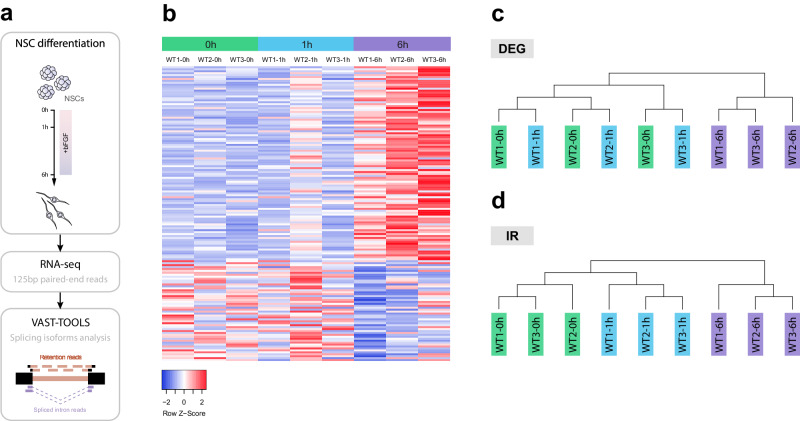
Intron retention and the stemness-differentiation switch. **a** Strategy used to identify additional genes regulated by intron detention. **b** Heatmap showing changes in the expression of genes known to change during neural differentiation at 0 h, 1 h and 6 h after induction. **c** Samples grouped using hierarchical clustering based on differentially expressed genes (DEG). **d** Samples grouped using hierarchical clustering based on intron retention events (IR).

We first analysed changes in gene expression at the transcriptional level and detected the up-regulation of genes associated with neural differentiation together with the downregulation of NSC-related genes, indicating that differentiation was efficiently induced (Fig. 6b). On the other hand, when we performed a hierarchical clustering analysis based on the differentially expressed genes (DEGs), we observed that although the samples obtained 6 h after the induction of NSC differentiation clustered together, the samples obtained from undifferentiated NSCs (0 h) and cells after 1 h of differentiation did not cluster according to their time-point (Fig. 6c), indicating that 1 h was not sufficient to generate significant changes at the transcriptional level in this system. However, when hierarchical clustering was performed based on the IR events (Extended data 1) the samples clustered according to the time after induction of differentiation (Fig. 6d). Thus, as expected, if splicing regulates differentiation, changes in splicing patterns precede changes in transcriptional patterns and better characterise, in molecular terms, the phenotypic status of the different differentiation stages.

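The genes drawn in Fig. 6b are not named in the paper's text, so gene expression was summarised over lists of NSC, neuronal and glial genes, of genes that respond to EGF and MAPK signalling, and of genes of the m6A machinery. In the comparison of 6 h with 0 h, the 23 tested neuronal genes had a median log2 fold change of -0.05 and a mean of 0.20, which differ in sign, with 9 genes higher and 14 lower. The neuronal list was not past the threshold in limma's camera test against all other genes (adjusted p = 0.863 over 10 list tests, Benjamini-Hochberg). Its median was negative in 3 of 3 replicates, but lay between 0.0034 and 0.10 when any 1 of the 0 h libraries, 6 h replicate 2 or 6 h replicate 3 was left out. Among the neuronal genes 1 was a DEG in the edgeR fit, and with the replicate block 7 were higher and 2 lower, with the same counts after adjustment of p over the list alone. With the block, limma's fry, which tests whether the genes of a list move on balance one way, gave the neuronal list an adjusted p of 0.00514 (upwards), against 0.823 without it. In the same fit the median of the list was -0.09, with 8 genes higher and 15 lower. Its adjusted p was 0.865 by limma's camera. The neuronal gene past the threshold was Elavl3 (ENSMUSG00000003410, chromosome 9, 22015005 to 22052023, with exons shared with Gm49318 on the same strand). Elavl3 rose from 9.20 ± 1.24 CPM (SD, n = 3) at 0 h to 16.8 ± 2.67 CPM (SD, n = 3) at 6 h. Its log2 fold change was 0.87 (standard error 0.17, adjusted p = 0.0405 by edgeR with Benjamini-Hochberg), and it was higher at 6 h in 3 of 3 replicates. This call was kept in 1 of the 9 fits that left out a library, the fit without 1 h replicate 3, with an adjusted p of up to 0.146 in the others, and was lost with the trends in GC content and length of each library removed (adjusted p = 0.0507 by edgeR with Benjamini-Hochberg, log2 fold change 0.81). Elavl3 was past the threshold with these trends removed in the fit that also had the replicate block (0.81, adjusted p = 7.0e-07 by edgeR with Benjamini-Hochberg). Tubb3 (ENSMUSG00000062380, chromosome 8, 123411424 to 123422015), which encodes βIII-tubulin, had 3.76 ± 1.52 CPM (SD, n = 3) at 0 h and 7.83 ± 3.00 CPM (SD, n = 3) at 6 h. The adjusted p of Tubb3 was 0.243 by edgeR with Benjamini-Hochberg, and 2.1e-06 by the same test with the replicate block, where its log2 fold change was 1.06 (standard error 0.09) and 3 of 3 replicates were higher. Dcx, the neuroblast marker (ENSMUSG00000031285, chromosome X, 143855842 to 143933311), was expressed at 1.08 ± 0.61 CPM (SD, n = 3) at 0 h and 0.811 ± 0.211 CPM (SD, n = 3) at 6 h. Its log2 fold change of -0.40 (standard error 0.40, adjusted p = 0.693 by edgeR with Benjamini-Hochberg) became 0.16 without 0 h replicate 3, and 1 of 3 replicates was higher at 6 h. Its counts per library ranged from 47 to 124 at 0 h and from 42 to 103 at 6 h, and it was not past the threshold with the replicate block (log2 fold change -0.35, adjusted p = 0.291 by edgeR with Benjamini-Hochberg).

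The 24 NSC genes had a median log2 fold change of 0.04 and a mean of -0.01 at 6 h, which differ in sign, and an adjusted p of 0.945 in the same camera test. The median was positive in 3 of 3 replicates, with 15 genes higher and 9 lower. With the replicate block, 7 NSC genes were higher and 7 lower, both over all genes and adjusted over the list alone. Without the block the only NSC gene past the threshold was Msi1 (ENSMUSG00000054256, chromosome 5, 115429599 to 115455698). Msi1 rose from 45.3 ± 2.61 CPM to 71.2 ± 6.91 CPM (SD, n = 3 each), a log2 fold change of 0.65 (standard error 0.10, adjusted p = 0.0251 by edgeR with Benjamini-Hochberg), and was higher in 3 of 3 replicates. The call was lost when any 1 of the 0 h or 6 h libraries was left out, with an adjusted p of up to 0.111, and kept in the other 3 fits. With the same trends removed, the adjusted p of Msi1 was 0.115 by edgeR with Benjamini-Hochberg and its log2 fold change was 0.54, and in the fit that also had the block the adjusted p was 3.5e-06 (log2 fold change 0.54). Nes (ENSMUSG00000004891, chromosome 3, 87971078 to 87980451), which encodes the stem cell marker nestin, fell from 1986 ± 395 CPM to 1478 ± 344 CPM (SD, n = 3 each) and was lower in 3 of 3 replicates. Its adjusted p was 0.372 by edgeR with Benjamini-Hochberg, and 3.2e-05 with the replicate block (log2 fold change -0.43, standard error 0.05). Sox1 (ENSMUSG00000096014, chromosome 8, 12395295 to 12400126, which holds the small gene Gm25239 on the same strand) had a log2 fold change of 0.22 with the block (standard error 0.07, adjusted p = 0.0216 by edgeR with Benjamini-Hochberg, and 0.632 without the block), higher in 3 of 3 replicates. With the trends in GC content and length removed from the fit with the block, Sox1 lost this call at 6 h. Its log2 fold change was then 0.14 (adjusted p = 0.0891 by edgeR with Benjamini-Hochberg). At 1 h Sox1 was past the threshold with the block (0.31, adjusted p = 0.0234 by edgeR with Benjamini-Hochberg) and not without it. It was higher at 1 h in 3 of 3 replicates. With the trends also removed, the 1 h call was kept (0.32, adjusted p = 0.00803 by edgeR with Benjamini-Hochberg). Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) labels NSCs and also astrocytes in the paper, and was placed in the glial list here. It was near 1 CPM and at 6 h fell by 0.63 on the log2 scale with the block, in 3 of 3 replicates. The standard error was 0.20 and the adjusted p 0.0282 by edgeR with Benjamini-Hochberg, and 0.610 without the block.

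The 19 tested glial genes had a median log2 fold change of 0.30 at 6 h (adjusted p = 0.0113 by limma's camera), with 16 genes and 3 of 3 replicates higher, and of 0.22 without 6 h replicate 1 (adjusted p = 0.0724). The largest change of this list was that of Cspg4 (ENSMUSG00000032911, chromosome 9, 56865033 to 56899870), which encodes the progenitor antigen NG2 and rose from 65.9 ± 10.2 CPM to 174 ± 19.9 CPM (SD, n = 3 each). Its log2 fold change was 1.40 (standard error 0.14, adjusted p = 0.00672 by edgeR with Benjamini-Hochberg), higher in 3 of 3 replicates and past the threshold in 9 of 9 fits that left out a library. The 24 genes of the EGF and MAPK response had a median of -0.44 at 6 h (adjusted p = 2.0e-06 by limma's camera), with 21 genes and 3 of 3 replicates lower. In that list 5 genes were DEGs over all genes, all of them lower (Egr1, Egr2, Egr3, Jun and Spred1), and 1 was higher and 8 lower adjusted over the list alone. Spred1 (-0.42, adjusted p = 0.0282 by edgeR with Benjamini-Hochberg, lower in 3 of 3 replicates) kept its call in 1 of 9 fits that left out a library, the fit without 1 h replicate 3, with an adjusted p of up to 0.123 in the others. It lost the call with the trends removed (-0.34, adjusted p = 0.0714 by edgeR with Benjamini-Hochberg), but not in the fit that also had the block (-0.34, 1.2e-05). Jun fell from 147 ± 29.0 CPM to 76.2 ± 10.9 CPM (SD, n = 3 each), a log2 fold change of -0.95 (standard error 0.20, adjusted p = 0.0475 by edgeR with Benjamini-Hochberg), lower in 3 of 3 replicates, and was past the threshold in 0 of 9 fits that left out a library, whose adjusted p-values were between 0.0563 and 0.171. Those fits had no block, and with the block and all libraries the adjusted p of Jun was 3.3e-07 by edgeR with Benjamini-Hochberg. With the replicate block 2 genes of this list were higher and 16 lower, and 10 glial genes were higher and 1 lower. With an inter-gene correlation estimated from the data, in place of the preset 0.01, none of the list tests was past the threshold, with an adjusted p of 0.160 for the glial list and 0.135 for the EGF and MAPK response. At 1 h, the median log2 fold changes were -0.08 for the NSC list, 0.02 for the neuronal list, 0.07 for the glial list and -0.08 for the EGF and MAPK list, with adjusted p-values of 0.734, 0.734, 0.945 and 0.945 by limma's camera. The means of the last 2 lists, -0.01 and 0.07, had the other sign. Without the block 1 gene of these 4 lists was a DEG at 1 h, a higher gene of the EGF and MAPK list. Adjusted over the list alone, 3 genes of that list were higher and 3 lower. The fit with the block gave 4 higher and 4 lower genes of this list at 1 h (5 and 8 adjusted over the list alone). It also gave 3 higher and 3 lower NSC genes, 1 higher glial gene and no neuronal gene, with the same counts adjusted over each list alone. In that fit Jun (-0.91, adjusted p = 2.9e-06) and Egr1 (-1.07, 0.0176) were lower and Egr3 (1.82, 0.00155) was higher at 1 h by edgeR with Benjamini-Hochberg, each in 3 of 3 replicates. The 15 genes of the m6A machinery had a median of -0.11 at 1 h (adjusted p = 2.2e-05 by limma's camera, and 0.135 with estimated correlation), with 12 genes and 3 of 3 replicates lower. At 6 h their median was -0.12 (adjusted p = 0.0170 by limma's camera, and 0.287 with estimated correlation), with 13 genes and 3 of 3 replicates lower. Without 6 h replicate 2 the adjusted p at 6 h was 0.0838, and 0.208 with the trends in GC content and length removed (median -0.08). None of these genes was a DEG by edgeR without the block. Adjusted over the list alone, 2 of these genes were lower at 1 h and 0 at 6 h. With the replicate block 4 of them were lower at 1 h and 6 at 6 h (6 and 7 adjusted over the list alone), and none was higher.

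**Figure D1:**
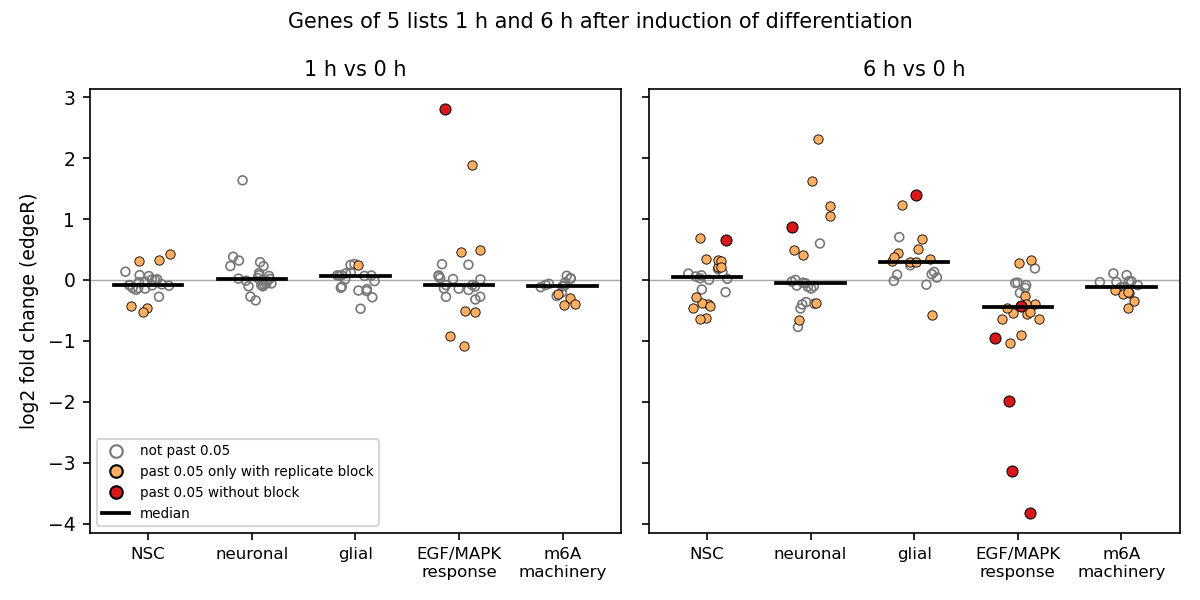
Log2 fold change (edgeR, vertical axis) of each tested gene of 5 lists at 1 h (left) and 6 h (right) against 0 h, with 3 replicates per time point. Each point is 1 gene, the bar is the median of the list and colours give the side of an adjusted p of 0.05 with and without the replicate block; at 6 h the medians lie between -0.44 for the EGF and MAPK response and 0.30 for the glial list.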

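In the comparison of 6 h with 0 h, 276 genes were higher and 180 lower in the edgeR fit, and 279 and 125 in that of 6 h with 1 h. In the comparison of 1 h with 0 h, 8 genes were higher and none was lower. At an unadjusted p under 0.05, 276 genes were higher and 459 lower at 1 h in the edgeR fit. At an adjusted p under 0.05, DESeq2 called 55 higher and 44 lower at 1 h. Other splits of these 6 libraries into 2 groups of 3 gave between 1145 and 2176 genes at an unadjusted p under 0.05 where they parted 1 replicate pair, and between 76 and 89 where they parted 3. With the replicate number as a block, the edgeR fit gave 257 higher and 404 lower genes at 1 h, and 3282 and 3299 at 6 h against 0 h. The alternative with the most calls at 6 h against 0 h, the block together with the removal of trends in GC content and length, was added after the data had been seen and gave 3262 and 3689. Leaving out a single library gave 1 higher gene at 1 h without 0 h replicate 1 or 0 h replicate 3, 2 without 1 h replicate 1 or 1 h replicate 3, 3 without 0 h replicate 2, 4 without 1 h replicate 2 and 5 to 7 without a 6 h library. The 6 h counts against 0 h were 305 and 203 without 1 h replicate 3, and between 27 and 150 higher and 11 and 58 lower without any other library. Against 1 h they were between 16 and 130 higher and 14 and 69 lower. The common biological coefficient of variation was 0.277 without the block and 0.0627 with it. All 8 genes called at 1 h without the block were also called with it and by DESeq2 in the same direction. In counts simulated with the spread of these libraries, the fit without the block found 28.4% of the 2-fold changes at 1 h and 63.6% of the 4-fold changes, while the fit with the block found 74.6% and 97.0%. The median absolute log2 fold change over all tested genes was 0.11 at 1 h and 0.20 at 6 h.

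The gene with the smallest adjusted p at 1 h was Nfkbiz (ENSMUSG00000035356, chromosome 16, 55811375 to 55838899), a gene of the NF-κB pathway. Nfkbiz went from 25.6 ± 1.27 CPM at 0 h to 170 ± 10.7 CPM at 1 h and 48.5 ± 6.35 CPM at 6 h (SD, n = 3 each). Its log2 fold change at 1 h was 2.73 (standard error 0.11, adjusted p = 5.7e-05 by edgeR with Benjamini-Hochberg), higher in 3 of 3 replicates. The other genes with the largest changes at 1 h were the transcription factor genes Npas4 (log2 fold change 4.65, standard error 0.51), Fosb (2.80, standard error 0.25) and Nfil3 (2.28, standard error 0.17) and the stress response gene Gadd45b (2.41, standard error 0.21). Their adjusted p-values by edgeR with Benjamini-Hochberg were 0.0412, 0.0122, 0.00613 and 0.0120, and each was higher in 3 of 3 replicates. With 1 library left out at a time, Nfkbiz stayed past the threshold in 9 of 9 fits. Nfil3 lost the call without 0 h replicate 1 or 3, with an adjusted p of up to 0.0742, and Fosb without replicate 1 or 3 of 0 h or of 1 h, with up to 0.114. Gadd45b lost it without any 1 of the 0 h libraries, 1 h replicate 1 or 1 h replicate 3, with up to 0.0919. Npas4 kept it only without 6 h replicate 2 or 6 h replicate 3, with an adjusted p of up to 0.193 in the other fits. These fits had no replicate block. With the block and all libraries, the adjusted p-values of Npas4, Fosb, Gadd45b and Nfil3 were 1.1e-06, 2.3e-06, 1.5e-06 and 1.1e-06 by edgeR with Benjamini-Hochberg. At 6 h against 0 h, the largest falls among DEGs with a mean of at least 1 CPM and the same direction in 3 of 3 replicates were those of Egr3 (-3.82, standard error 0.51), Egr2 (-3.14, standard error 0.32), the cytokine receptor gene Il6ra (-2.35, standard error 0.25), Egr1 (-1.98, standard error 0.30) and the channel subunit gene Cacng5 (-1.73, standard error 0.27). Their adjusted p-values by edgeR with Benjamini-Hochberg were 0.0144, 0.00631, 0.00714, 0.0201 and 0.0249. Egr2 and Il6ra stayed past the threshold in 9 of 9 fits that left out a library. Egr3 lost the call without 0 h replicate 1, 6 h replicate 1 or 6 h replicate 3 (adjusted p of up to 0.0864), Egr1 without any 1 of the 0 h libraries, 6 h replicate 1 or 6 h replicate 3 (up to 0.0967), and Cacng5 without any 1 of the 0 h or 6 h libraries (up to 0.111). With the block and all libraries, the adjusted p-values of Egr3, Egr1 and Cacng5 were 2.3e-05, 3.2e-05 and 7.0e-07 by edgeR with Benjamini-Hochberg.

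Hierarchical clustering with Euclidean distance and complete linkage on the z-scores of the 603 DEGs of any comparison placed the 3 libraries of 6 h in a clade of their own. It also placed the 3 libraries of 0 h together and the 3 libraries of 1 h together, and no 0 h library was joined first to the 1 h library of the same replicate. Leaving out the 8 genes called at 1 h, an alternative added after the data had been seen, gave the same clades. The remaining 595 genes were also selected for differing between time points without the block, which favours a grouping by time. This alternative therefore cannot tell whether the selection of genes made these clades. With the 8498 DEGs of the fit with the replicate block, the 6 h libraries remained in 1 clade, and each of the 3 pairs of 0 h and 1 h libraries with the same replicate number was joined first. With all tested genes, these 3 pairs were also joined first, and the 6 h libraries were no longer in 1 clade. Over all tested genes, the Euclidean distance in log2 CPM between 0 h and 1 h libraries averaged 53.2 (49.7 to 57.8) within a replicate number and 101 (96.3 to 108) between numbers. The difference was -48.1 (exact permutation test over the 6 matchings, one-sided p = 0.167, the smallest p that this design allows). Within a replicate number, the distance from 0 h to 6 h averaged 67.9. Replicate number accounted for 65.8% of the sum of squares of log2 CPM, and time point for 21.6%. In a principal component analysis, the first component (36.2% of the variance) and the second (30.0%) separated the replicate numbers, and the third (15.8%) separated 6 h from the earlier time points. On the fourth (5.95%), 89.5% of the sum of squares lay between time points. From the clustering of the 0 h and 1 h samples in Fig. 6c, the paper concludes that 1 h was not sufficient for significant changes at the transcriptional level.

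**Figure D2:**
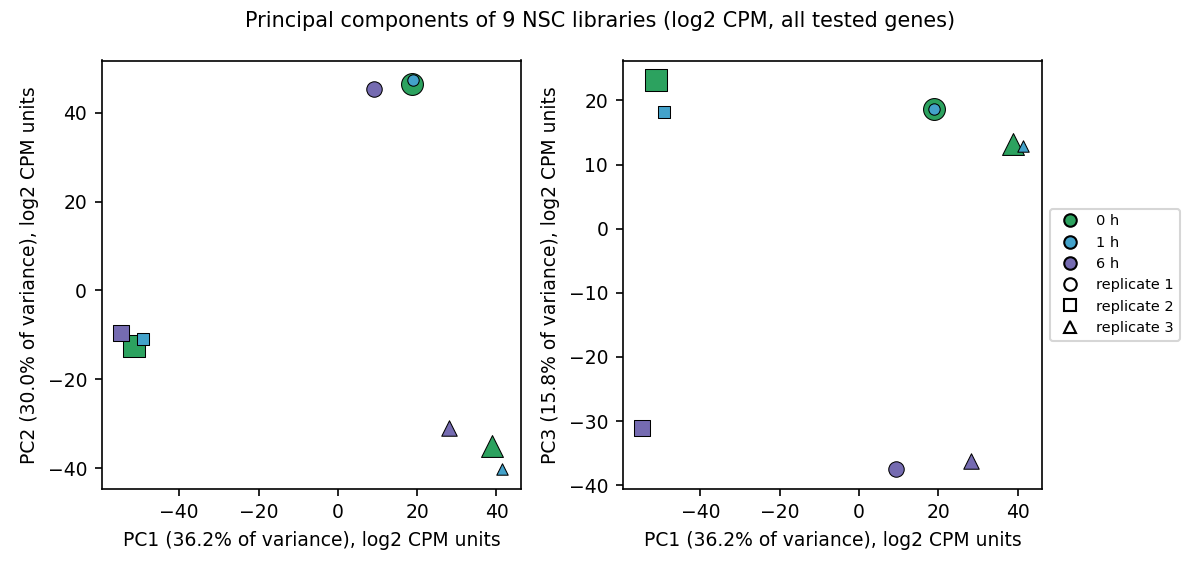
Principal components of log2 CPM over all tested genes in the 9 libraries, the first against the second (left) and the first against the third (right), in log2 CPM units. Each symbol is 1 library, coloured by time point and shaped by replicate number, with symbol size set only to keep overlapping libraries visible; the 3 libraries of each replicate lie together on the first 2 components, and the 6 h libraries are apart on the third.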

To identify the transcripts regulated by intron detention in the context of adult neurogenesis, we applied soft clustering based on the fuzzy c-means algorithm, which revealed several patterns of splicing (Fig. S6a). We focused on Cluster 1, which included genes that presented the same splicing pattern as *Scratch1* mRNA (i.e. intron detention in NSCs and splicing in response to the differentiation signal; Fig. 7a, b) and on Cluster 2, which was composed by genes with the opposite pattern (i.e. normal processing of the transcripts in NSCs and intron detention upon the induction of differentiation; Fig. 7c, d). Functional enrichment analysis showed that Cluster 1 contained genes associated with both neuronal and glial differentiation, as well as with axonogenesis and axon guidance (Fig. 7a); whereas genes in Cluster 2 were associated with stem cell maintenance and regulation of proliferation (Fig. 7c). As previously reported for detained introns in other systems^7,8^, we observed that Cluster 1 and Cluster 2 introns were on average shorter (Fig. S6b) and exhibited a higher G/C content (Fig. S6c) than constitutively spliced introns.

**Fig. 7:**
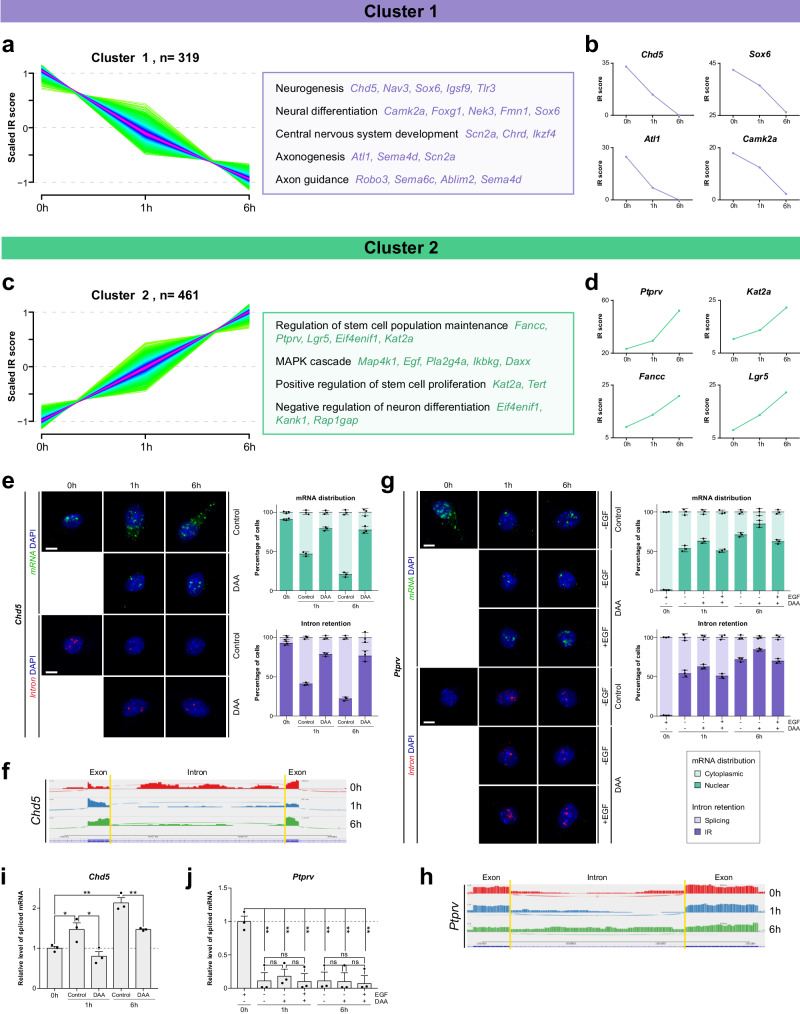
Intron detention regulates the subcellular localisation of multiple transcripts to control the balance between stemness and differentiation during adult neurogenesis. **a** Plot illustrating time point-specific changes in intron detention for genes belonging to Cluster 1 (left) and representative Gene Ontology (GO) terms of the biological process categories enriched in this cluster (right). **b** Intron retention score for genes representative of Cluster 1: *Chd5*, *Sox6*, *Atl1* and *Camk2a*. **c** Plot illustrating time point-specific changes in intron detention for genes belonging to Cluster 2 (left) and representative Gene Ontology (GO) terms of the biological process categories enriched in this cluster (right). **d** Intron retention score for genes representative of Cluster 2: *Kat2a*, *Lgr5*, *Fancc* and *Ptprv*. **e** In situ hybridisation for *Chd5* mRNA (green) or intron (red) in control or NSCs treated with DAA, taken as an example of a Cluster 1 gene. Quantification of mRNA distribution and intron retention (*n* = 3 biologically independent samples). **f** Sashimi plots depicting read density and number of splice junctions for *Chd5* (Cluster 1) at different time points of the differentiation process, showing differential intron detention, which decreases with differentiation. **g** In situ hybridisation for *Ptprv* mRNA (green) or intron (red) in control NSCs and in NSCs treated with DAA, as an example of a gene from Cluster 2. Quantification of mRNA distribution and intron retention (*n* = 3 biologically independent samples). **h** Sashimi plots depicting read density and number of splice junctions for *Ptprv* (Cluster 2) at different time points of the differentiation process, showing an increase in intron detention with differentiation. **i** Ratio of spliced *Chd5* mRNA in control and DAA-treated NSCs at 0 h, 1 h and 6 h after the induction of differentiation (control: *p*-value(1 h) = 0.05, *p*-value(6 h) = 0.0012, DAA: *p*-value(1 h) = 0.036, *p*-value(6 h) = 0.008, *n* = 3 biologically independent samples, by two-tailed Student’s t-test). **j** Ratio of spliced *Ptprv* mRNA in control and DAA-treated NSCs at 0 h, 1 h and 6 h after the induction of differentiation (-EGF: *p*-value(1 h, C) = 0.0029, *p*-value(1 h, DAA) = 0.0034, *p*-value(6 h, C) = 0.0026, *p*-value(6 h, DAA) = 0.0029, +EGF: *p*-value(1 h) = 0.0028, *p*-value(6 h) = 0.0018, *n* = 3 biologically independent samples, by two-tailed Student’s t-test). Scale bars represent 5 µm. Data are presented as mean values ± SEM. ns not significant; *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

Additionally, we performed the same analyses using publicly available RNA-seq datasets obtained from NSCs, early neuroblasts (ENB) and late neuroblasts (LNB) FACS-isolated from the SEZ or OB of adult mice (GEO: GSE944991)^4^. We found several splicing patterns (Fig. S7a), among which we identify two clusters that, combined, were equivalent to Cluster 2 described here (Cluster 1 + 4, Fig. S7b and Fig. 7c); and one cluster that recapitulated the trend of Cluster 1 (Cluster 6, Fig. S7c and Fig.7a). Interestingly, we identified a clear shared functional enrichment despite the reduced overlap between the individual IR-regulated genes in each dataset. Cluster 1 + 4, as Cluster 2, contained genes involved in stem cell maintenance and regulation of proliferation (Fig. S7b, c). By contrast, genes in Cluster 6 were associated with neuronal and glial differentiation, axonogenesis and axon guidance, as we have found for Cluster 1 (Fig. S7c, a). Therefore, these observations indicate that the intron detention regulatory mechanism that we describe here also operates in the SEZ for the regulation of adult neurogenesis in vivo.

To validate the detected events of intron detention and their impact on subcellular localisation of the transcripts, we selected representatives of each cluster and examined the distribution of their mRNAs in response to NSC differentiation conditions in culture. On the one hand, transcripts from Cluster 1 were unspliced and consistently accumulated in the nucleus in NSCs and they were processed and exported upon induction of differentiation (Fig. 7e–i and S8), as indicated by the RNA-seq data (Fig. 7f). Moreover, when cells were treated with DAA, transcripts did not undergo splicing and remained in the nucleus, indicating that, as observed for *Scratch1* transcripts, mRNA methylation promoted the splicing and export of the transcripts included in Cluster 1. On the other hand, for transcripts representative of Cluster 2, we observed that their mRNAs were normally spliced in NSCs, while intron detention was detected when the differentiation of these cells was induced (Fig. 7g, j and S9), as the RNA-seq data indicated (Fig. 7h). Consequently, the transcripts of these genes exhibited a canonical cytoplasmic distribution in NSC and their accumulation in the nucleus was observed during differentiation. Furthermore, although the treatment with DAA had no additional effect on the processing and export of the transcripts of this cluster, which were already unspliced and accumulated in the nucleus in response to the differentiation signal, RNA methylation inhibitors prevented the splicing and export of these mRNAs in undifferentiated NSCs, indicating that the subcellular localisation of the transcripts that present intron detention upon the induction of differentiation (Cluster 2) is also regulated by mRNA methylation. The same effect was observed when m^6^A deposition was inhibited by *Mettl3* downregulation instead of by DAA treatment (Fig. S10).

In addition, according to the observations in cultured cells, Cluster 1 transcripts were found accumulated in the nucleus of NSCs in the SEZ, whereas they presented a cytoplasmic distribution in neuroblasts (Fig. S11a–c). By contrast, Cluster 2 transcripts were observed in the cytoplasm of NSC from the SEZ, while they accumulated in the nucleus in neuroblasts (Fig. S11d–f). Therefore, these results indicate that mRNA methylation promotes the processing and export of transcripts of both stemness and differentiation genes, and that intron detention prevents the availability for translation of numerous transcripts relevant for differentiation in NSCs and for self-renewal in differentiating cells in the context of adult neurogenesis.

### m^6^A epitranscriptomic modification regulates the balance between NSC self-renewal and differentiation

To better understand the role of RNA methylation on the regulation of NSC behaviour, we transduced primary cultures of NSCs with lentiviruses containing a non-silencing control or a *Mettl3*-specific shRNA (Fig. 8a). Mettl3 downregulation caused a significant increase in cell death, both under proliferation or differentiation conditions (Fig. S12), consistent with the implication of m^6^A in the regulation of cell homoeostasis and survival^46^. Regarding neurogenesis, we found that *Mettl3* downregulation significantly increases the generation of neuroblasts and neurons when cultures were maintained in proliferation conditions (Fig. 8b, c, top panels), indicating that m^6^A favours the maintenance of NSCs in an undifferentiated state. However, upon the induction of differentiation, we observed that the proportion of both DCX^+^ and β-tubulin^+^ cells was reduced compared to the control (Fig. 8b, c, bottom panels), indicating that m^6^A is also required for neurogenesis and suggesting that RNA methylation contributes to the balance between NSC self-renewal and differentiation. Accordingly, as a consequence of *Mettl3* downregulation, we observed a reduction in the generation of astrocytes (GFAP^+^; Fig. 8d, top panel), neurons (β-tubulin^+^; Fig. 8d, middle panel) and oligodendrocytes (O4^+^; Fig. 8d, bottom panel) in terminally differentiated cultures. This confirms that m^6^A deposition is essential for the proper differentiation of NSCs.

**Fig. 8:**
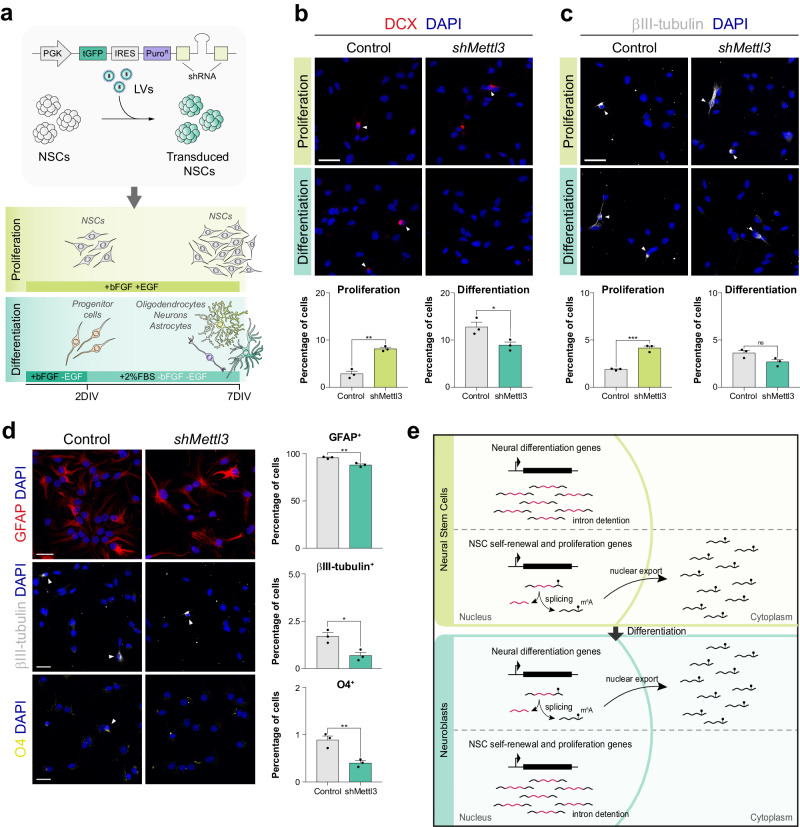
RNA methylation regulates the balance between NSC self-renewal and differentiation. **a** Schematic representation of the transduction of NSCs with lentiviruses (LV) and the construct used for *Mettl3* loss of function experiments. Transduced NSCs were subsequently cultured either under proliferation or differentiation conditions. **b** Immunodetection and quantification of DCX^+^ cells (red) in cultures previously infected with control or shMettl3 lentiviruses 2 days after plating the cells, both in proliferation and differentiation conditions (2DIV; *p*-value(proliferation) = 0.0011, *p*-value(differentiation) = 0.033, *n* = 3 biologically independent samples, by two-tailed Student’s t-test). **c** Immunodetection and quantification of βIII-tubulin^+^ cells (white) in cultures previously infected with control or shMettl3 lentiviruses 2 days after plating the cells, both in proliferation and differentiation conditions (2DIV; *p*-value(proliferation) = 0.0005, *p*-value(differentiation) = 0.061, *n* = 3 biologically independent samples, by two-tailed Student’s t-test). **d** Immunodetection and quantification of GFAP^+^ (red; *p*-value = 0.005, *n* = 3 biologically independent samples, by two-tailed Student’s t-test), βIII-tubulin^+^ (white; *p*-value = 0.017, *n* = 3 biologically independent samples, by two-tailed Student’s t-test) and O4^+^ (yellow; *p*-value = 0.008, *n* = 3 biologically independent samples, by two-tailed Student’s t-test) cells in differentiating cultures previously infected with control or shMettl3 lentiviruses 7 days after the induction of differentiation (7DIV). **e** Proposed model: Intron detention regulates the translational availability of multiple mRNAs associated with NSC self-renewal, proliferation and differentiation, contributing to the fine tuning of neural differentiation. Arrowheads point to positive cells. Scale bars represent 25 µm. Data are presented as mean values ± SEM. ns not significant; *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

Altogether, these results indicate that mRNA methylation, through the regulation of splicing and nuclear export of multiple mRNAs belonging to antagonistic functional groups, controls the availability for translation of transcripts relevant for NSC self-renewal and differentiation, contributing to the fine-tuning of adult neurogenesis (Fig. 8e).

## Discussion

Several transcriptomic analyses performed during the progression of NSCs into the neurogenic lineage have revealed that mRNAs typically associated with more differentiated cells can be already detected in NSCs^2,3,47^. Moreover, it has been recently shown that in this context some transcripts are translated less efficiently than expected considering their mRNA levels^4^. Altogether, these observations point to an important influence of an unknown post-transcriptional regulation in the control of adult neurogenesis. Here we describe a novel regulatory mechanism that controls the subcellular localisation of a large number of transcripts associated with both the maintenance of NSC in an undifferentiated state and with their differentiation. This mechanism can tightly regulate the availability of these mRNAs for translation, contributing to the precise temporal control of neural differentiation and avoiding potential conflicts in fate decisions due to non-specific transcription.

Splicing has been identified as a relevant process for adult neurogenesis^48^. In this study, we have detected a subset of transcripts that present intron detention in NSCs. In the case of the only intron of *Scratch1*, we have observed that one of the regions that must be recognised by the spliceosome, the PPT, has undergone a progressive enlargement during evolution, likely linked to its mechanism of regulation. The unusual sequence features of this region, including its C-richness (e.g. high proportion of CC and UC dinucleotides), relative frequency of UUCU/C (PTB repressive motifs at PPTs)^49^ and potential branch sites at distant positions from the 3’ splice site AG, may be part of the regulatory signals that contribute to intron detention^29,50^, allowing the implementation of an additional layer of expression regulation. In agreement with this, we have observed that in mammals, *Scratch1* starts to be transcribed when stem cells acquire neural identity, although the mRNA remains in the nucleus, unavailable for translation, until NSC differentiation is induced. However, in zebrafish, where the splicing sites of *scrt1a* and *scrt1b* introns meet the consensus, regulation at the level of splicing does not exist. Zebrafish *Scratch1* paralogs start to be expressed later in the neurogenic lineage, and the transcripts are directly exported to the cytoplasm, where they can be translated. These observations suggest that in mammals, intron detention might allow the generation of a reservoir of transcripts that accumulate in the nucleus until they are required. In this sense, the onset of *Scratch1* transcription when stem cells acquire the neural identity, would ‘prime’ these cells for differentiation, which will require the production of Scratch1 protein.

Consistently, we have shown that *Scratch1* mRNA is rapidly spliced and exported in response to the differentiation signal, being available for translation already 1 h after the cells received this extracellular input. Interestingly, ref. ^51^. showed that *Scratch1* is one of the first genes that are expressed when microglia is reprogrammed into neurons, suggesting that Scratch1 protein is required for the acquisition of neuronal fate^17–19,21^. In agreement with this, we have found that Scratch1 promotes NSC differentiation into neurons. Moreover, *Scratch1* downregulation also caused a significant decrease in the survival of the differentiating cells, indicating that this transcription factor protects cells from undergoing apoptosis, as shown for Scratch family members in *C. elegans*^18,22^ and in zebrafish^23^. Remarkably, the reduction in the levels of *Scratch1* did not cause any phenotype in undifferentiated NSCs, in agreement with the nuclear accumulation of its transcripts, not being functional and, therefore, dispensable in these cells.

More importantly, here we show that the regulatory mechanism that controls *Scratch1* mRNA splicing and export also regulates the subcellular localisation of many other transcripts relevant for NSCs differentiation. Having a reservoir of mRNAs in the nucleus allows the rapid translation of these transcripts precisely when they are required, accelerating the response of the cells to external stimuli. In the case of immediate-early genes, it is known that their transcripts are shorter than average^52^, reducing the time for translation. Conversely, intron detention has been associated with shorter introns^7,8^ as also shown here, but with longer transcripts^7,13^, providing a mechanism to generate rapid changes in their expression, despite the long length. Moreover, the finding that transcripts associated with maintaining NSCs in an undifferentiated state rapidly switch to intron detention in response to the differentiation signal, blocking their translation, dampens residual transcription and sharpens the response of the NSCs both in culture and in vivo.

Detained introns can be spliced in response to different stimuli^10–16^, including the onset of differentiation in several contexts^12,15,16,53^. However, little is known about how extracellular signals are transduced to trigger the post- transcriptional processing of the transcripts. We show that, in the context of adult neurogenesis, the splicing of detained introns and the subsequent export to the cytoplasm of the different subsets of transcripts is promoted by mRNA methylation, revealing that m^6^A modification acts as a connection between external stimuli and the processing of detained introns in response to them. In fact, most mRNA-modifying enzymes reside in the nucleus^34^, where they have access to DI-mRNAs and their activity is known to be responsive to extracellular inputs^54^. Mechanistically, m^6^A can constitute a binding element for specific proteins and can also function as a switch modifying the secondary structure of the mRNA^43^. The latter occurs because the addition of the methyl group destabilises A-U pairs^55,56^, hindering the formation of RNA duplexes^57^ and exposing binding sites for RNA binding proteins, as has been demonstrated for factors involved in splicing^35,58^. In the case of *Scratch1* intron, we have found an enlargement of the PPT with sequence features that likely contributes to the regulation of intron detention; and that the processing of this intron is stimulated by RNA m^6^A modification. Considering this, it is possible that *Scratch1* mRNA methylation promotes its splicing by the destabilization of RNA duplexes involving the PPT, favouring the recognition of this intronic sequence by U2AF2.

Being dynamic states, intron detention and m^6^A RNA methylation can mark groups of functionally related transcripts to respond to changes in the extracellular environment in a synchronised manner, acting as an RNA regulon^59^. Our data indicate that m^6^A regulates the balance between NSC self-renewal and differentiation in the adult brain, and altogether, these findings emphasise the relevance of assessing post-transcriptional regulation in the control of numerous biological processes, in addition to transcriptome analysis. In the context of the adult NSC niche, our data provide a mechanism that solves the putative conflicting fate decisions due to the simultaneous transcription of stemness and differentiation genes, and that tightly controls the timing of adult neural differentiation.

## Methods

### Animal models

#### Mice

All experiments were performed using adult C57BL/6J (JAX™ Mice Strain) wild-type mice between 2- and 4-months-old as a source of biological samples. Mice were bread and housed in a temperature-controlled room under 12 h periods of light/darkness and were reared on standard chow and water *ad libitum*. All animal procedures were conducted in compliance with the European Community Council Directive (2010/63/EU) and Spanish legislation. The protocols were approved by the CSIC Ethical Committee and the Animal Welfare Committee at the Institute of Neurosciences (Alicante, Spain).

#### Zebrafish

All the experiments were performed using 6 months-old male zebrafish of the AB strain (European Zebrafish Resource Center, cat. no. 1175.1), which were maintained at 28 °C under standard conditions. All animal procedures were conducted in compliance with the European Community Council Directive (2010/63/EU) and Spanish legislation. The protocols were approved by the CSIC Ethical Committee and the Animal Welfare Committee at the Institute of Neurosciences (Alicante).

### NSC culture and differentiation, drug treatment and lentiviral infection

Adult neurosphere cultures were generated as previously described in ref. ^33^. Briefly, 2- to 4-months-old animals were sacrificed by cervical dislocation and both SEZs from each brain were dissected and enzymatically digested by incubation in Earle’s balanced salt solution (EBSS; Gibco, cat. no. 24010-043) containing 12 U/ml papain (Sigma, cat. no. P3125), 0.2 mg/ml L- cystein (Sigma, cat. no. C8277) and 0.2 mg/ml EDTA (Sigma, cat. no. E6511) for 30 min at 37 °C. Tissue was then rinsed in Control media, composed of Dulbecco’s modified Eagle’s medium (DMEM; Sigma, cat. no. D6429)/F12 medium (1:1 v/v; Sigma, cat. no. N6658) containing 0.6% glucose (Sigma, cat. no. G7021), 0.1% NaHCO_3_ (Sigma, cat. no. S5761), 5 mM HEPES (Sigma, cat. no. H3375), 2 mM L-glutamine (Gibco, cat. no. 25030-024), 100 U/ml Penicillin-Streptomycin (Gibco, cat. no. 15140-122), 80 μg/ml apo- transferrin (Sigma, cat. no. T2252), 50 nM insulin (Sigma, cat. no. I6634), 10 μg/ml putrescine (Sigma, cat. no. P7505), 0.02 nM progesterone (Sigma, cat. no. P6149), 30 nM sodium selenite (Sigma, cat. no. S9133) 0.7 U/ml heparin sodium salt (Sigma, cat. no. H3149) and 4 mg/ml Bovine Serum Albumin (BSA; Sigma, cat. no. B4287); and mechanically dissociated to a single- cell suspension. Isolated cells were collected by centrifugation, resuspended in Complete medium (Control medium supplemented with 20 ng/ml epidermal growth factor (EGF; Gibco, cat. no. 53003-018) and 10 ng/ml fibroblast growth factor (FGF; Sigma, cat. no. F0291) and incubated at 37 °C in a 5% CO_2_ humidified incubator. For culture expansion, grown neurospheres were disaggregated by treatment with Accutase (Sigma, cat. no. A6964) for 10 min, followed by mechanical dissociation; and replated at a density of 10,000 cells/cm^2^ in Complete medium.

For NSC differentiation, 40,000 individual cells/cm^2^ were seeded in Matrigel-coated coverslips and incubated in Control medium supplemented only with 10 ng/ml FGF (without EGF) for not more than 2 days. For further differentiation, cells were incubated with fresh Control medium supplemented with 2% foetal bovine serum (FBS; Sigma, cat. no. F7524) for 5 more days.

When indicated, NSC cultures were treated with Gefitinib (Selleck Chemicals, S1025; 2.5 μM), Afatinib (Enzo Life Sciences, ENZ-CM158; 2.5 μM) or 3-Deazaadenosine (DAA, Sigma, D8296; 100 μM). In the cases when NSCs were fixed before 12 h after treatment or induction of differentiation, they were first seeded in normal Complete medium for 24 h and then treated as required.

Lentivirus containing *Scratch1*-specific shRNAs (RMM4532-EG170729 (Clones V3LMM_ 456558 and V3LMM_ 456561), Open Biosystems), a *Mettl3*-specific shRNA (RMM4532-EG56335, Open Biosystems) or a non-silencing control (RHS4346, Open Biosystems) pGIPZ plasmids were generated in HEK293T packing cells (ATCC, cat. no. ACS-4500) and concentrated by ultracentrifugation in an Optima XL-100K centrifuge (Beckman Coulter), as previously described in ref. ^60^. For overexpression studies, mouse *Scratch1* cDNA was cloned in the pRRL-SIN-PPT.PGK.EGFP.WPRE expression vector, followed by P2A and tdTomato fluorescent protein. For NSC infection, grown neurospheres were disaggregated and incubated with 5 × 10^6^ TU/ml lentiviral particles for 6 h. NSC were then rinsed in Control medium and incubated in fresh Complete medium at 37 °C in a 5% CO_2_ humidified incubator, allowing them to grow for following experiments.

### ESC differentiation

The mouse embryonic stem cell (ESC) line 46 C (Sox1-GFP-IRES-pac knock-in; PrimCells, cat. no. PCEMM01) was cultured on 0.1% gelatin-coated plates in ESC medium (Glasgow Minimum Essential Medium (GMEM; Sigma, cat. no. G5154)) supplemented with 10% FBS (ES tested; Capricorn, cat. no. FBS-12A), 2mM L-glutamine (Gibco, cat. no. 25030-024), sodium pyruvate (Gibco, cat. no. 11360-070), 0.1 mM non-essential amino acids (NEAA; Gibco, cat. no. 1140-050), 100 U/ml Penicillin-Streptomycin (Gibco, cat. no. 15140-122), 0.1 mM β-mercaptoethanol (Sigma, cat. no. M3148) and 10 ng/ml leukaemia inhibitory factor (LIF; Prepotech, cat. no. AF-300-05). Cells were incubated at 37 °C in a 5% CO_2_ humidified incubator.

ES cells were differentiated as previously described in ref. ^61^. Briefly, 20,000 cells/cm^2^ were seeded on gelatin-coated plates in N2B27 medium (DMEM (Sigma, cat. no. D6429)/F12 (Sigma, cat. no. N6658) medium (1:1 v/v) supplemented with modified N2 (25 μg/ml bovine insulin (Sigma, cat. no. I6634), 100 μg/ml apo-transferrin (Sigma, cat. no. T2252), 16 μg/ml putrescine (Sigma, cat. no. P7505), 6 ng/ml progesterone (Sigma, cat. no. P6149), 30 nM sodium selenite (Sigma, cat. no. S9133), 100 U/ml Penicillin-Streptomycin (Gibco, cat. no. 15140-122) and 50 μg/ml bovine serum albumin (fraction V; Gibco, cat. no. 15260-037), combined 1:1 with Neurobasal medium (Life technologies, cat. no. 21103-049) supplemented with B27 (Gibco, cat. no. 17504-044) for 7 days, refreshing the medium each day. From day 6 on, cells were treated with 0.5 μg/ml puromycin (Calbiochem, cat. no. 540411) to select the cells that had undergone neural lineage specification (Sox1^+^ cells). Cells were re-plated 48 h after the addition of puromycin into uncoated culture dishes in NS medium (EuroMed-N medium (Euroclone, cat. no. AN-18-113) supplemented with 2 mM L-glutamine (Gibco, cat. no. 25030-024), N2 (freshly prepared as previously described), 10 ng/ml EGF (Gibco, cat. no. 5003-018) and 10 ng/ml FGF (Sigma, cat. no. F0291) in the absence of puromycin for 2–3 days, until neurosphere-like aggregates were formed. Then, aggregates were collected and dissociated and individual cells were plated on gelatin-coated plates with fresh NS medium.

Induced pluripotent stem cells (iPSC) reprogrammed from NSC were kindly provided by Sacri R. Ferrón.

### Immunocytochemistry

Cells were fixed with 2% paraformaldehyde (PFA) for 15 min and incubated in blocking solution (10% FBS, 1% glycine and 0.1% Triton X-100, only when required, in 0.1 M Phosphate-buffered Saline pH 7.4 (PBS)) for 45 min and then with the indicated primary antibodies (see Supplementary Table 1) overnight (o/n) a 4 °C. After several washes with PBS, cells were incubated with the appropriate fluorescently labelled secondary antibodies (see Supplementary Table 1) for 45 min at room temperature (RT), counterstained with DAPI (Sigma, cat. no. D9542; 1 μg/ml) and mounted with Mowiol. Samples were imaged with a Leica DMR microscope (Leica) and analysed with ImageJ software. Confocal images were obtained in a FV1200 confocal microscope (Olympus).

### In situ hybridisation

In all cases, in situ hybridisation (ISH) was performed using digoxigenin (DIG)-labelled probes (see Supplementary Data 1) synthesised by in vitro transcription of the indicated DNA templates, as previously described in ref. ^62^.

In order to obtain adult mouse brain sections, 2- to 4-months-old animals were anaesthetised and transcardially perfused with diethyl pyrocarbonate (DEPC; Sigma, cat. no. D5758)- treated PBS, followed by 4% PFA in PBS-DEPC, at a flow rate of 5.5 ml/min. Brains were then extracted, post-fixed o/n in the same fixative and serially sectioned into 50 μm coronal slices using a Leica VT1000 vibratome (Leica). Sections were dehydrated through a series of increasing methanol concentration (25%, 50%, 75% and 100%) in PBS-DEPC 0.1% Tween 20 (PBT), rehydrated through methanol:PBT in reverse order and finally washed with PBT. Next, sections were incubated in 1% hydrogen peroxide (H_2_O_2_) for 40 min, washed with PBT, treated with 10 μg/ml proteinase K for 3 min at RT, re-fixed with 4%PFA and washed again with PBT. Sections were then incubated with prehybridisation solution (50% formamide (Sigma, cat. no. 47671), 5x SSC, 2% Roche blocking powder (Roche, cat. no. RD1096176), 0.1% Tween20 (Sigma, cat no. P9416), 50 mg/ml heparin (Sigma, cat. no. H5263), 1 mg/ml tRNA (Roche, cat. no. RD109495), 1 mM EDTA (Sigma, cat. no. E5134), 0.1% CHAPS (Sigma, cat. no. C3023) in DEPC-treated dH_2_O) at 60 °C for 1 h first and then o/n after refreshing prehybridisation solution. Sections were either used the next day for ISH or stored at −20 °C. Then, prehybridized sections were incubated with 1 μg/ml of denatured DIG- labelled probes o/n at 60 °C. Next day they were washed twice with 2x SSC, 0.1% CHAPS, then twice with 0.2x SSC, 0.1% CHAPS and finally with KTBT washing buffer (50 mM Tris- HCl pH7.5, 150 mM NaCl, 10 mM KCl, 0.1% Triton X-100 (Sigma, cat. no. T8787) in H_2_O). After the washes, sections were incubated in blocking solution (20% goat serum, 0.7% Roche blocking solution in KTBT) for 3 h at 4 °C. For probe detection, sections were then incubated with 1:500 dilution of an anti-DIG peroxidase (POD)-conjugated antibody and with the indicated antibodies for immunohistochemistry (IHC; see Supplementary Table 1) in blocking solution o/n at 4 °C. The whole next day embryos were washed with KTBT several times. For developing, sections were incubated with Amplification solution (TSA® fluorescein detection kit; PerkinElmer, cat. no. NEL744001KT) for 1 min, following manufacturer’s instructions. Fluorescein isothiocyanate (FITC; 1:100) was added to the Amplification solution and sections were incubated in the mix for 45 min in dark at RT. After washing the sections with KTBT, they were incubated with the appropriate fluorescently labelled secondary antibodies (see Supplementary Table 1) for 1 h at RT. Finally, sections were washed, counterstained with DAPI and imaged with Olympus FV1200 confocal microscope (Olympus).

To perform in situ hybridisation on cell cultures, cells were seeded in Matrigel-coated coverslips and fixed when indicated with pre-warmed 2% PFA-DEPC for 15 min. After several washes with PBT, samples were incubated in 1% H_2_O_2_ for 20 min at RT, washed again with PBT and incubated with prehybridisation solution at 60 °C for 1 h first and then o/n after refreshing prehybridisation solution. Samples were either used the next day for ISH or stored at −20 °C. Next, cells were incubated with 1 μg/ml of denatured DIG-labelled probes o/n at 60 °C and, next day, washed three times with the first washing solution (50% formamide, 5x SSC, 1% SDS (Sigma, cat. no. L4509) in H_2_O) at 60 °C, then three times with the second washing solution (50% formamide, 2x SSC in H_2_O) at 60 °C and finally three times with TBST (140 mM NaCl, 2.7 mM KCl, 25 mM Tris-HCl pH7.5, 0.1% Tween20 in H_2_O) at RT. For fluorescent in situ hybridisation, cells were then incubated with blocking solution (10% FBS in TBST) for 1 h at RT and after with 1:500 dilution of an anti-DIG POD-conjugated antibody as well as with the indicated antibodies for immunocytochemistry (ICC; see Supplementary Table 1) in blocking solution o/n at 4 ^o^C. After a whole day of TBST washes, cells were incubated with Amplification Solution (Perkin Elmer, cat. no. NEL744001KT) for 1 min to adjust the pH and then with FITC (1:100) diluted in Amplification Solution for 15 min in dark at RT. Then, cells were washed several times with TBST, incubated with the corresponding secondary antibodies (see Supplementary Table 1), washed again with TBST, counterstained with DAPI and imaged with an Olympus FV1200 confocal microscope (Olympus). For visible in situ hybridisation, cells were incubated with blocking solution (10% FBS in TBST) for 1 h at RT and then incubated with 1:1000 alkaline phosphatase (AP)-conjugated anti-DIG antibody (see Supplementary Table 1) diluted in blocking solution o/n at 4 °C. After a whole day of TBST washes, cells were washed several times with NTMT (100 mM Tris-HCl pH9.5, 59 mM MgCl_2_, 100 mM NaCl, 0.1% Tween-20, 1 mM levamisole in H_2_O) and incubated with NTMT containing freshly added 3 μl NBT and 2.6 μl BCIP per 1 ml (developing solution), in the dark at RT until the colour reaction develops. After obtaining the desired signal level, cells were washed several times with TBST and fixed with 4% PFA. Samples were imaged using a Leica DMR microscope.

For DNA in situ hybridisation, cells were plated on 0.2% gelatin-coated glass coverslips and, after they attached to the matrix, cells were fixed with 2% PFA for 15 min at RT. Next, they were washed three times with PBS, incubated with 0.2% pepsin for 4 min at 37 °C and post-fixed with 4% PFA for 5 min at RT. After washing twice with PBS, cells were dehydrated by incubating them with 70%, 90% and 100% ethanol, 3 min each; and after the coverslips were air dried for several minutes. In the meantime, chromosome 15 specific probe labelled with biotin (Chrombios®, cat. no. PM15BI) was denatured by incubating it for 6 min at 72 °C. Then, cells were incubated with the denatured probe o/n at 60 °C. The day after, samples were washed once with 2x SSC at 60 ^o^C, three times with 50% formamide 2x SSC at 60 ^o^C and twice with Tris-Saline-Tween buffer (TST; 1x saline, 0.1 M Tris, 0.05% Tween20 in H_2_O) at RT. After that, cells were incubated with blocking solution (TSBSA; 1x saline, 0.1 M Tris, 20% BSA in H_2_O) for 1 h at RT and then with 1:500 dilution of Alexa FluorTM 568-conjugated Streptavidin (see Supplementary Table 1). Finally, samples were washed several times with TST, stained with DAPI and imaged with an Olympus FV1200 confocal microscope.

### Total RNA extraction, cDNA synthesis and qPCR analyses

For gene expression assays, total RNA was extracted using the Illustra RNAspin Mini isolation kit (GE healthcare, cat. no. 25-0500-70), following manufacturer’s instructions. Reverse transcription was carried out using the Maxima First Strand cDNA Synthesis kit (Thermo Scientific, cat. no. 10334500). Quantitative RT-PCR was performed in a Step One Plus machine (Applied Biosystems) using Fast SYBR Green Mastermix (Applied Biosystems, cat. no. 10556555) and the primers listed in Supplementary Data 2. Relative levels of expression were calculated using the comparative Ct method normalised to the internal control *TBP* housekeeping transcript.

### RNA immunoprecipitation

Total RNA was extracted using mirVana miRNA Isolation Kit (Invitrogen, cat. no. 10763147). RNA immunoprecipitation (RIP) was carried out as described in ref. ^63^, with minor modifications. Briefly, 60 μl of protein-A magnetic beads (BioRad, cat. no. 161-4013) were blocked in 0.5 mg/ml BSA (Sigma, cat. no. A8022) plus 2 μg/ml salmon sperm DNA (Applied Biosystems, cat. no. AM9680) solution for 2 h at 4^o^C and incubated with 10 μg/ml anti-N^6^-methyladenosine (m^6^A) antibody (Sigma, cat. no. ABE572) or IgG control antibody (Diagenode, cat. no. C15410206; see Supplementary Table 1) o/n at 4 °C with head-over-tail rotation. After several washes in IP buffer (150 mM NaCl, 10 mM Tris-HCl, pH 7.5, 0.1% IGEPAL CA-630 (Sigma, cat. no. I8896) in nuclease free H_2_O), antibody-bound beads were incubated with 2 μg of purified RNA for 4 h at 4 °C, in the presence of 10 μl/ml RNasin ribonuclease inhibitor (Promega, cat. no. N2111). Then, beads were washed twice in IP buffer, twice in low-salt IP buffer (50 mM NaCl, 10 mM Tris-HCl, pH 7.5, 0.1% IGEPAL CA-630 in nuclease free H_2_O) and twice in high-salt IP buffer (500 mM NaCl, 10 mM Tris-HCl, pH 7.5, 0.1% IGEPAL CA-630 in nuclease free H_2_O) for 10 min each at 4 °C. m^6^A-enriched RNA was then eluted in TRIzol Reagent (Invitrogen, cat. no. 15596-018) and isolated following manufacturer’s instructions.

Reverse transcription and quantitative RT-PCR were performed as described above (see Supplementary Data 2 for the list of primers used). The expression percentage of a target gene in IP sample was calculated relative to that in input sample and normalised to the relative expression of *GAPDH* transcript.

### Detection of potential m^6^A sites

m^6^A site prediction was performed form primary *Mus musculus Scratch1* RNA sequence (ENSMUST00000096365.4, Ensembl) using TargetM6A method (http://csbio.njust.edu.cn/bioinf/TargetM6A)^64^.

### RNA-seq, splicing isoforms analysis and functional enrichment analyses

Library preparation and high-throughput sequencing were performed by the Genomic Unit at the Centre for Genomic Regulation (CRG). Paired-end read (125 bp length) libraries for assayed conditions were produced using HiSeq v4 Chemistry kit (Illustra, cat no. FC-401-4003) and processed with the sequencer software HiSeq Control Software version 2.2.58. Sequencing quality was checked using FastQC (Babraham Institute). Read alignment and gene count were performed using STAR version 2.5.3^65^ against *Mus musculus* genome assembly mm10 (GRCm38 build; Ensembl). Differential gene expression analysis was performed with DESeq2 (v. 1.22.1)^66^ using a Wald Test and *p*-values were adjusted for multiple testing using Benjamini-Hochberg FDR correction. RNA-seq data were deposited at the Gene Expression Omnibus (GEO) under the accession number GSE180806.

Functional enrichment analysis: We used the enrichR R package (v.2.1) to access the Enrichr database^67^ and performed general gene functional enrichment analysis. ReactomePA R package (v.1.30.0)^68^ was used to perform Reactome pathway gene set enrichment analysis, while the gseGO and gseKEGG functions in clusterProfiler R package (v.3.10.0)^69^ were used to carry out Gene Set Enrichment Analysis (GSEA) of Gene Ontology terms^70^ and Kyoto Encyclopaedia of Genes and Genomes^71^ pathways.

Alternative splicing genome wide quantification was performed using VAST-TOOLS (v.2.0.2)^72^ against *M. musculus* mm10 (GRCm38 build; Ensembl). Complementary analysis of intron retention was performed with ASpli R/Bioconductor package (v.2.0.0)^73^. After selecting the 2000 IR events with the highest mean absolute difference among the three time-points, IR scores were scaled by performing a z-score normalisation on every value. Cluster analysis was performed using hierarchical clustering with the heatmap.2 function in the R package gplots (v.3.0.1.1) (https://cran.r-project.org/web/packages/gplots/index.html), and soft clustering using the fuzzy c-means algorithm in Mfuzz R package (v. 2.42.0)^74^ after selecting the 2000 IR events with the highest mean absolute difference among the three time-points.

Mouse genome annotation was obtained from GENCODE (release M25, GRCm38), and intron coordinates were extracted using the gtf2leafcutter.pl script from LeafCutter^75^. Intron fasta sequences were obtained with getfasta from bedtools (v.2.27.1)^76^ and their GC content was calculated with nuc from bedtools (v.2.27.1)^76^. ggpubr R package v.0.4.0 (https://CRAN.R-project.org/package=ggpubr) was used to generate intron plots and statistics (two-tailed t-test).

### Quantification and statistical analysis

All statistical analyses were carried out using Prism (GraphPad software, version 8.0.2). For cell counting and quantitative PCR experiments, treatments were compared to their corresponding controls using unpaired two-tailed Student’s t-test. All bar graphs represent mean ± SEM (Standard Error of the Mean). Statistical significances were as follows: * = *P* ≤ 0.05, ** = *P* ≤ 0.01 and *** = *P* ≤ 0.001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. The RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE180806. The RNA-seq data generated in ref. ^4^ are available in the GEO databased under the accession code GSE94991. Source data are provided with this paper.

# Supplementary material for: Intron detention tightly regulates the stemness/differentiation switch in the adult neurogenic niche
**Source:** Nat Commun. 2024 Apr 2;15:2837. doi: 10.1038/s41467-024-47092-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of additional supplementary files

File name: Supplementary Data 1

Description: List of in situ hybridisation probes

File name: Supplementary Data 2

Description: List of qPCR primers used

How the deposited data were processed for this re-analysis (not part of the article)

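The samples were cultures of NSCs from the SEZ of adult mice at 0 h, 1 h and 6 h after the induction of differentiation, with 3 replicates per time point and 9 libraries in total. The authors deposited the raw counts of reads per gene, made by aligning paired-end reads to mm10 (GRCm38) and counting them on Ensembl genes with STAR 2.5.3a, and they did not normalise these counts. Read quality was assessed by the authors with FastQC, and their differential expression used DESeq2 1.22.1. The text of the paper does not name the strand setting of the counting, the threshold for DEGs or any covariate. The values are whole numbers, and each of the 9 columns matched 1 library. Pairwise chi-square values per degree of freedom of at least 13.6 between libraries showed that no library had been entered again under another name. Symbols and positions were taken from GENCODE M21, which held 48058 of the 48526 gene identifiers. The total counts were between 65871454 and 105592597 per library, and Scrt2 and Xist were too low to be tested. Whether depth limits the precision for genes with few counts was not tested.

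Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes were kept with the function filterByExpr of edgeR (minimum count 10, minimum total count 15), and libraries were scaled with TMM. The 9 libraries were fitted together with time point as the group, with the quasi-likelihood functions glmQLFit and glmQLFTest. Adjusted p-values are Benjamini-Hochberg values over the tested genes, with a threshold of 0.05. The standard error of a log2 fold change was derived from the F statistic. Log2 CPM for distances, clustering, principal components and list tests used a prior count of 2. Gene lists were tested with camera of limma with a preset inter-gene correlation of 0.01 against all other tested genes, adjusted over 10 tests of 5 lists, and also with fry. Clustering used z-scores of log2 CPM, Euclidean distance and complete linkage.

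The replicate numbers come from the sample labels. After subtraction of the mean of each time point, the correlation between libraries with the same number was between 0.733 and 0.800 in 9 pairs, and between -0.462 and -0.314 in the 18 pairs with other numbers, so the numbers pair the samples. The labels and the text of the paper do not state what libraries with the same number share.

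The comparisons, the tests, the threshold, the gene lists, the rule for naming genes and most of the alternatives were set before the data were examined. These alternatives were DESeq2, the replicate number as a block in edgeR and in DESeq2, RLE scaling, library totals without a scaling factor, no filter on low counts, a mean of at least 1 CPM, fits of only the 6 libraries compared, an adjusted p under 0.01, an absolute log2 fold change of at least 1, and leaving out each library. For the lists they were an estimated inter-gene correlation and fry. For the clustering they were average linkage, 1 minus the Pearson correlation as distance, all tested genes, DESeq2 calls, calls with the replicate block and values without z-scores, and for the distances the 2000 most variable genes and a prior count of 5. Fits with the trends of each library in GC content and transcript length removed (splines with 4 degrees of freedom, 99.6% of the tested genes), fits without chromosome 1 genes and a clustering without the genes called at 1 h were added after the data had been seen. The genes named are those that the paper names for this system, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and for 1 h and 6 h against 0 h up to 5 DEGs with the largest rise and up to 5 with the largest fall among those with a mean of at least 1 CPM and the same direction in 3 of 3 replicates. Members of the lists are named where they have the largest changes of their list past the threshold, up to 5 per list and comparison.

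The fits were tested on simulated data with 200 changed genes per comparison among 18858. The fit without the block called 0 unchanged genes in either comparison, and the fit with the block called 10 at 1 h and 16 at 6 h. At 6 h against 0 h the fit without the block found 23.9% of the changes of 1.5-fold, 50.7% of those of 2-fold and 68.2% of those of 4-fold, and the fit with the block 67.2%, 86.6% and 95.5%. Splicing, in situ hybridisation and the published dataset of sorted cells were not analysed here.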

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

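The fits without trends in GC content and transcript length were chosen only after the data had been seen, and the other tests were set before their results. Genes outside those that the paper discusses changed beyond the 0 h libraries, which served as controls. At 1 h against 0 h, these were Npas4 (log2 fold change 4.65), Fosb (2.80), Nfkbiz (2.73), Gadd45b (2.41) and Nfil3 (2.28), each higher in 3 of 3 replicates and past an adjusted p of 0.05 by edgeR with Benjamini-Hochberg. Npas4 rose from 0.421 ± 0.163 CPM to 10.6 ± 1.27 CPM, and Fosb from 0.591 ± 0.170 CPM to 4.14 ± 0.677 CPM (SD, n = 3 each). By 6 h Fosb was at 0.570 ± 0.0474 CPM. Nfkbiz was past the threshold whichever library was left out, and the others were not. The adjusted p of Npas4 reached 0.193, and Npas4 kept its call only without 6 h replicate 2 or 6 h replicate 3. Fosb lost its call without replicates 1 or 3 of 0 h or 1 h (up to 0.114), Gadd45b without any 1 of the 0 h libraries, 1 h replicate 1 or 1 h replicate 3 (up to 0.0919), and Nfil3 without 0 h replicate 1 or 0 h replicate 3 (up to 0.0742). These fits had no replicate block. With the block and all libraries, the adjusted p-values of Npas4, Fosb, Gadd45b and Nfil3 were 1.1e-06, 2.3e-06, 1.5e-06 and 1.1e-06 by edgeR with Benjamini-Hochberg.

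Trends of single libraries with GC content and gene length and unequal library depth were tested as technical explanations of the calls at 1 h. Removing the trends left 8 of the 8 calls, 100%, in place, and thinning all libraries to 65871454 counts also left 100%. Of the 257 genes called higher with the replicate block, 94.94% were still called after the trends were removed and 96.89% after thinning, and of the 404 called lower 80.94% and 96.04%. These values argue against both as the whole cause. The 10 splits of the 6 libraries are too few for a share under 0.05. The real split was the 1 with as many calls, 8 against 0 in the highest other. The 4 arrangements of the labels within the replicate numbers are also too few, with 661 calls in 1 arrangement, the real one, and 0 in the highest other. Time since the induction of differentiation, the withdrawal of EGF and the handling of the cells changed together, and no library of cells handled in the same way with EGF kept was analysed here, so these stay open. Reads shared between paralogs and RNA from other cells were not tested.

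At 6 h against 0 h, the largest rises were those of Wdr66 (log2 fold change 3.00, standard error 0.34), Dusp27 (2.78, standard error 0.27), Npas4 (2.78, standard error 0.47), Synpo2l (2.69, standard error 0.30) and Pnpla3 (2.50, standard error 0.16). Their adjusted p-values by edgeR with Benjamini-Hochberg were 0.00766, 0.00560, 0.0299, 0.00745 and 0.00146, and each was higher in 3 of 3 replicates. Pnpla3 had the highest level of them, 3.43 ± 0.461 CPM at 0 h and 19.4 ± 1.48 CPM at 6 h (SD, n = 3 each), and shares exons with Gm49513 on the same strand. Dusp27 and Pnpla3 kept their calls whichever library was left out. Wdr66 lost its call without 0 h replicate 1 (adjusted p of up to 0.0568), as did Synpo2l (up to 0.0516), and Npas4 kept its call only without 1 h replicate 3 or 6 h replicate 2 (up to 0.120 in the other fits). With the replicate block and all libraries, the adjusted p-values of Wdr66, Synpo2l and Npas4 were 2.6e-08, 2.1e-08 and 2.4e-05 by edgeR with Benjamini-Hochberg. Dusp27 lies on chromosome 1, whose genes were higher in replicate 1 at all 3 time points, while its rise was seen in 3 of 3 replicates.

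After the trends in GC content and length were removed, 72.81% of the 456 genes called at 6 h against 0 h were still called, and after thinning 85.53%. With the replicate block, 87.17% and 94.91% of the 3282 higher genes and 90% and 95.33% of the 3299 lower genes were still called. The calls of the 5 genes named at 6 h were kept without the trends. These values argue against GC content, gene length and depth as the whole cause. The 10 splits are too few for a share under 0.05, with 456 calls in 1 split, the real one, and 0 in the highest other for 6 h against 0 h, and 404 calls in 1 split, the real one, and 0 in the highest other for 6 h against 1 h. The induction of differentiation and the handling of the cells stay open, as at 1 h.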

How the results depend on the processing

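The fits without trends in GC content and length, the fits without chromosome 1 genes and the clustering without the genes called at 1 h were chosen only after the data had been seen. The replicate block raised the counts of DEGs in all 3 comparisons, by edgeR and by DESeq2. At 1 h against 0 h, 8 genes were higher and 0 lower in the edgeR fit (276 higher and 459 lower at an unadjusted p under 0.05), 55 and 44 by DESeq2, 257 and 404 by edgeR with the replicate block and 368 and 561 by DESeq2 with the block. At 6 h against 0 h, the edgeR fit gave 276 higher and 180 lower genes, DESeq2 929 and 813, the block 3282 and 3299, and DESeq2 with the block 3006 and 3120. For 6 h against 1 h these counts were 279 and 125, 932 and 763, 3401 and 3309, and 3020 and 3265. The common dispersion was 0.0767 without the block and 0.00393 with it. All 8, 456 and 404 genes called without the block in the 3 comparisons were also called with it in the same direction.

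With only the 6 libraries compared, 4 genes were higher at 1 h, 85 were higher and 28 lower at 6 h against 0 h, and 10 and 11 at 6 h against 1 h, from fewer samples in each fit. An adjusted p under 0.01 left 2 genes at 1 h, 35 higher and 14 lower genes at 6 h against 0 h, and 13 and 13 against 1 h. An absolute log2 fold change of at least 1 left 84 and 42 genes at 6 h against 0 h, and 58 and 42 against 1 h. Without a filter on low counts, 31382 genes were tested, and the 6 h counts were 155 and 50 against 0 h and 148 and 72 against 1 h; the cause was not tested. With the trends in GC content and length removed, 261 genes were higher and 206 lower at 6 h against 1 h, and the other counts without the block stayed within 1.5 times. With the trends removed and the replicate block together, the counts were 301 and 404 at 1 h, 3262 and 3689 at 6 h against 0 h and 3364 and 3955 against 1 h. Without chromosome 1 genes, with RLE scaling, with library totals and with a mean of at least 1 CPM, all counts stayed within 1.5 times. Of these, a mean of at least 1 CPM gave the most calls at 6 h against 0 h, 355 higher and 233 lower.

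Leaving out 1 library at a time gave 1 to 7 higher genes at 1 h. At 6 h against 0 h it gave 27 to 305 higher and 11 to 203 lower genes, and at 6 h against 1 h 16 to 130 higher and 14 to 69 lower genes. A time point with a library left out keeps 2 libraries, and fewer samples are part of each of these fits. The counts at 6 h against 0 h were highest without 1 h replicate 3.

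In the lists, the median of the neuronal genes at 1 h was -0.0025 with a mean of at least 1 CPM, against 0.02, and ranged from -0.078 to 0.22 with 1 library left out. At 6 h it ranged from -0.080 to 0.10, and the glial median at 1 h ranged from -0.030 to 0.098. These medians changed sign and were past the threshold in none of these settings; the cause was not tested. The glial median at 6 h stayed between 0.22 and 0.47, with an adjusted p by limma's camera of 0.0724 without 6 h replicate 1. The m6A machinery at 6 h stayed between -0.15 and -0.092, with 0.0838 without 6 h replicate 2. An estimated inter-gene correlation raised the variance of a list mean and cut the degrees of freedom of the test to 6. With it, the medians of 0.30 (glial, 6 h) and -0.44 (EGF and MAPK response, 6 h) were no longer past the threshold. Those of -0.11 (m6A machinery, 1 h) and -0.12 (m6A machinery, 6 h) were also no longer past the threshold. The m6A machinery at 6 h was also not past it by DESeq2 with the replicate block (median -0.12, adjusted p = 0.0636 by limma's camera) or without the trends in GC content and length (median -0.078), and the NSC median at 6 h without these trends was -0.0062; the cause was not tested, and the lists were not tested with the block and the trends removed together. With the replicate block, the neuronal list at 6 h was past the threshold by limma's fry (adjusted p = 0.00514, against 0.823 without the block), which tests whether the genes of a list move on balance one way. In that fit its median was -0.09 and its adjusted p 0.865 by limma's camera. In edgeR the block changed no other call of a list in this direction test or in camera. In DESeq2 it ended the camera call of the m6A machinery at 6 h given above, whose adjusted p was 0.00970 by DESeq2 without the block.

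With all tested genes, 3 pairs of 0 h and 1 h libraries with the same replicate number were joined first, against 0 with the DEGs, and the 6 h libraries formed 0 clades of their own, against 1. With the calls of the replicate block the number of such pairs was also 3. Average linkage, correlation distance, DESeq2 calls, values without z-scores, leaving out each library and leaving out the genes called at 1 h changed neither number. The difference in distance between 0 h and 1 h libraries stayed between -51.3 and -43.9 with 1 library left out.

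Of 35 results for single genes, 20 were past the threshold, and 20 by DESeq2, with RLE scaling and with library totals. With the replicate block 30 were past it, 10 more, in edgeR as in DESeq2. Without a filter 3 were lost, and with only the 6 libraries compared 7 were lost. The only change of direction was that of Dcx at 6 h, 0.16 without 0 h replicate 3, against -0.40, with a range from -0.66 to 0.16 when 1 library was left out. With all libraries thinned to 65871454 counts, 246 genes were higher and 152 lower at 6 h against 0 h. Among the genes with few reads, Dcx had between 42 and 124 counts in a library, Gfap between 37 and 118 and Scrt1 between 10 and 83. Whether depth or the spread of the replicates limits their fold changes was not tested.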

Differences from the paper's values

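The clustering without the genes called at 1 h was chosen only after the data had been seen. In the paper's clustering on DEGs, about 3 of the pairs of 0 h and 1 h libraries with the same number are joined first (Fig. 6c, read by eye), whereas 0 such pairs were found here with the 603 DEGs of the edgeR fits. Of the alternatives set before the data were examined, clustering on all tested genes and clustering on the calls with the replicate block gave 3 pairs. With the latter the 6 h libraries also formed 1 clade, as they do in Fig. 6c, and with all tested genes they did not. Average linkage, correlation distance, DESeq2 calls, values without z-scores and leaving out each library gave 0, as did the clustering without the genes called at 1 h.

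The paper states that the 0 h and 1 h samples did not group by time and that 1 h was too short for significant transcriptional changes. Here the 3 libraries of each time point formed a clade with the DEGs of the edgeR fits, but these genes were selected for differing between time points without the block, which favours a grouping by time. With all tested genes and with the 8498 calls of the replicate block, neither the 0 h nor the 1 h libraries formed a clade. At 1 h, 8 genes were higher and 0 lower by edgeR (276 higher and 459 lower at an unadjusted p under 0.05), 55 and 44 by DESeq2, and 257 and 404 by edgeR with the replicate block. Of the other splits of these 6 libraries, the 3 that part all 3 replicate pairs, as the real one does, gave between 76 and 89 genes at this unadjusted p, and the 6 that part 1 pair, and so carry differences between replicates, gave between 1145 and 2176. On the paper's side, 0 h and 1 h libraries with the same number were closer than others (53.2 against 101), and the median absolute log2 fold change over all genes was 0.11 at 1 h against 0.20 at 6 h.

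The paper states that genes of neural differentiation rose and NSC genes fell. The genes of Fig. 6b were not used here. In the lists written for this purpose, 9 of the 23 tested neuronal genes were higher and 14 lower at 6 h (median log2 fold change -0.05), and 15 of the 24 NSC genes were higher and 9 lower (median 0.04). Values in the paper's direction included those of the glial list (16 of 19 genes higher) and of Elavl3 (0.87, adjusted p = 0.0405 by edgeR with Benjamini-Hochberg, higher in 3 of 3 replicates). With the replicate block they included the neuronal marker Tubb3 (1.06, adjusted p = 2.1e-06 by edgeR with Benjamini-Hochberg, higher in 3 of 3 replicates). They also included the NSC marker Nes (-0.43, adjusted p = 3.2e-05 by edgeR with Benjamini-Hochberg, lower in 3 of 3 replicates). Gfap, which the paper uses to label NSCs and also astrocytes, was placed in the glial list here and fell with the block (-0.63, adjusted p = 0.0282 by edgeR with Benjamini-Hochberg, lower in 3 of 3 replicates). As an NSC marker its fall goes with the paper, and as a glial gene it goes against the rise of that list. With the block, 7 neuronal genes were higher and 2 lower, and 7 NSC genes were higher and 7 lower. The neuronal list was also past the threshold upwards by limma's fry with the block (adjusted p = 0.00514), while in the same fit its median was -0.09, with 8 genes higher and 15 lower, and its adjusted p was 0.865 by limma's camera.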

Other observations

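The tests of the order of genes along chromosome 1, of female cells and a lost segment for Eif2s3y and of a trend with length shared by the 1 h libraries were chosen only after the result was seen. Whole-gene counts of the genes that the paper assigns to its splicing clusters do not measure splicing, and are given as values. At 6 h against 0 h, log2 fold changes of the Cluster 1 genes were 0.27 for Chd5, 0.37 for Sox6, 0.23 for Atl1 and -0.77 for Camk2a, and of the Cluster 2 genes -0.25 for Kat2a, -0.43 for Lgr5, -0.18 for Fancc and -0.39 for Ptprv. None was past the threshold by edgeR without the replicate block. With the block, Sox6 was past it (adjusted p = 0.00117 by edgeR with Benjamini-Hochberg, higher in 3 of 3 replicates), as were Camk2a (1.7e-05), Kat2a (0.000759), Lgr5 (0.00511), Fancc (0.0352) and Ptprv (0.0132), each lower in 3 of 3 replicates. Without the trends in GC content and length, Sox6 (0.0431) and Kat2a (0.0383) were past it in edgeR without the block, with log2 fold changes of 0.43 and -0.36. Sox6 was also past it without 1 h replicate 3 (0.0468). With the block and without the trends, Atl1 was past it at 6 h against 0 h (0.29, adjusted p = 0.0475). Its adjusted p was 0.107 with the block alone, and Chd5 was past it in neither fit. At 6 h against 1 h with the block, Chd5 (0.46, 0.0176) and Atl1 (0.33, 0.0305) were past it by edgeR with Benjamini-Hochberg. Each was higher in 3 of 3 replicates. The other cluster genes except Ptprv (0.0654) were also past it there. Scrt1 had 0.475 ± 0.207 CPM at 0 h and 0.720 ± 0.168 CPM at 6 h (SD, n = 3 each), with a log2 fold change of 0.60 (adjusted p = 0.598 by edgeR with Benjamini-Hochberg, and 0.0922 with the block), higher in 3 of 3 replicates. Against 1 h, its 6 h level was past the threshold with the block (0.91, adjusted p = 0.0213 by edgeR with Benjamini-Hochberg) and not without it (0.88, 0.396), higher in 3 of 3 replicates. Mettl3 had a log2 fold change of 0.08 (adjusted p = 0.788 by edgeR with Benjamini-Hochberg, and 0.266 with the block), also higher in 3 of 3 replicates. Exons of Chd5, Atl1, Fancc, Ptprv and Mettl3 overlap other genes, on the same strand only for Atl1.

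The distance between 0 h and 1 h libraries was smaller within than between replicate numbers by 48.1. Without genes on X and Y, 96.08% of this difference was left, and without genes on chromosome 1 95.43%. These values argue against the genes of the sex chromosomes and of chromosome 1 as the whole cause. Ddx3y, on the Y chromosome, had means of 57.4, 61.7 and 56.9 CPM in replicates 1, 2 and 3. Xist reached at most 0.288 CPM in a library. Both argue against a difference in sex between the replicates. The origin of the cultures, which the sources do not give, stays open and was not tested.

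Genes on chromosome 1 were higher in replicate 1 than in replicate 2 at each time point, with a median log2 difference of 0.53 over 651 genes, while the medians of the other autosomes were between -0.03 and 0.07. After the trends in GC content and length were removed, the median of chromosome 1 genes was above that of the other autosomes by 0.5312. No such subtraction was made for the 0.53, and the value argues against these trends. Before this removal at least 91.09% of the genes were higher at each time point, which argues against a change of a limited group of genes. With the genes divided into 3 groups by expression level the medians were between 0.4908 and 0.570. A candidate explanation is a gain of chromosome 1 in the culture of replicate 1, which was not tested on DNA. Of 1280 tested genes on chromosome 1, 1.17% were called at 6 h against 0 h, against 2.51% of the others, and 33.0% against 35.0% with the replicate block.

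In replicate 3, the genes of chromosome 1 from 110888326 to 170682789 were higher than in replicate 2 by a median of 0.33 (201 genes, 83.1% higher), and by 0.06 outside. Of 1000 random orders of the genes a share of 0.001, the smallest they can give, had a segment that stood out as much. The segments found at each time point shared 99.15% of their union. These values are consistent with a gain of part of chromosome 1 in the culture of replicate 3, as a hypothesis that was not tested on DNA.

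Eif2s3y, on the Y chromosome, had 3.63 ± 0.556 CPM in replicate 2, against 91.3 ± 2.17 CPM in replicate 1 and 83.1 ± 5.15 CPM in replicate 3 (SD over 3 time points). Ddx3y, Kdm5d and Uty had a median log2 difference of 0.1101 between replicate 2 and the others, which argues against female cells, and Eif2s3x changed by -0.6316 CPM, which argues against reads given to the X copy. Gm29650, named after its values were seen, was lower by -4.56, and with Eif2s3y it made a run of 2 neighbouring genes between Kdm5d and Uty, among 9 genes of the Y chromosome. A loss of a segment of the Y chromosome in this culture is a candidate explanation. A variant of the strain in this segment was not tested.

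In replicate 3, the ratio of 1 h to 0 h fell with transcript length (Spearman's rho -0.637 across 11138 genes, which are not independent replicates). The lower of the values of the other replicates was -0.1642, which argues against a change shared by the 1 h libraries. Each library was then taken as its difference from the mean of all 9 libraries. For 1 h replicate 3 this difference had a rho of -0.474 with length, and for the other 8 libraries between 0.0105 and 0.138. These differences cancel over the libraries of a gene, so a fall in 1 library raises the others. The values go with a property of 1 h replicate 3 or its culture. Whether it is technical was not tested.

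Of the 257 genes higher at 1 h with the replicate block, 63.42% were lower at 6 h than at 1 h. In 10 simulations in which the 1 h change persisted, this share was between 68.2% and 70.7%, so the spread of the 1 h libraries may account for it. The share counts directions only, so it cannot exclude a return of single genes. At 6 h against 1 h, Fosb (-2.85, adjusted p = 0.00348), Nfkbiz (-1.81, 0.00120) and Nfil3 (-1.17, 0.0161) were lower by edgeR with Benjamini-Hochberg. Npas4 (-1.87, 0.0730) and Gadd45b (-0.71, 0.111) were past the threshold only with the block (1.8e-05 and 0.000907, same test). Of the 404 lower genes, 77.0% were higher again at 6 h, a share that none of the simulations reached (65.6% to 70.3%). The log2 fold changes at 1 h and 6 h against 0 h share their 0 h libraries. Their correlation across genes was 0.340, against a mean of 0.516 in 20 simulations of unchanged groups, and their covariance 0.0421 against 0.0219. With the block 155 genes were higher at both times and 168 lower, against means of 0.1 and 0.1 in the simulations of unchanged groups and 44.7 and 70.7 for independent lists. The simulations leave out the effects and the independent lists leave out the shared libraries, so part of the excess may come from the shared 0 h libraries.

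In the heatmap of Fig. 6b, by eye, the column of 1 h replicate 2 stands above the other 0 h and 1 h columns both among the genes that rise and among those that fall. Its library had a total of 90687377 counts, against 65871454 and 72894288 in the other 1 h libraries. In z-scores of counts without scaling, over the 276 genes higher and the 180 lower at 6 h, this library was above the highest of the other 0 h and 1 h libraries by 0.5183 and 0.873, and in z-scores of CPM by 0.00901 and -0.510. A candidate explanation is that the values drawn were not normalised for library size. The genes of Fig. 6b were not used here and the values behind it were not analysed, so this stays a hypothesis.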
